# Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia

**DOI:** 10.1371/journal.pone.0000525

**Published:** 2007-06-13

**Authors:** R. David Hawkins, Stavros Bashiardes, Kara E. Powder, Samin A. Sajan, Veena Bhonagiri, David M. Alvarado, Judith Speck, Mark E. Warchol, Michael Lovett

## Abstract

Loss of inner ear sensory hair cells (HC) is a leading cause of human hearing loss and balance disorders. Unlike mammals, many lower vertebrates can regenerate these cells. We used cross-species microarrays to examine this process in the avian inner ear. Specifically, changes in expression of over 1700 transcription factor (TF) genes were investigated in hair cells of auditory and vestibular organs following treatment with two different damaging agents and regeneration *in vitro*. Multiple components of seven distinct known signaling pathways were clearly identifiable: *TGFβ, PAX, NOTCH, WNT, NFKappaB, INSULIN/IGF1* and *AP1*. Numerous components of apoptotic and cell cycle control pathways were differentially expressed, including *p27^KIP^* and TFs that regulate its expression. A comparison of expression trends across tissues and treatments revealed identical patterns of expression that occurred at identical times during regenerative proliferation. Network analysis of the patterns of gene expression in this large dataset also revealed the additional presence of many components (and possible network interactions) of estrogen receptor signaling, circadian rhythm genes and parts of the polycomb complex (among others). Equal numbers of differentially expressed genes were identified that have not yet been placed into any known pathway. Specific time points and tissues also exhibited interesting differences: For example, 45 zinc finger genes were specifically up-regulated at later stages of cochlear regeneration. These results are the first of their kind and should provide the starting point for more detailed investigations of the role of these many pathways in HC recovery, and for a description of their possible interactions.

## Introduction

The human cochlea possesses approximately 16,000 sensory hair cells (HCs), which are necessary for normal hearing [1]. These cells are mechanoreceptors that detect sound, head movements and acceleration, and provide input into the auditory and vestibular branches of the eighth cranial nerve. Hair cells in the mammalian ear are produced during a fixed period of embryonic development, and can be lost later in life as a consequence of acoustic trauma, exposure to ototoxic drugs or inner ear infections. The mammalian vestibular organs possess a very limited ability for sensory regeneration [2], [3] and the mammalian cochlea is completely unable to regenerate hair cells [4]. As a result, the loss of sensory cells from the mammalian ear can result in permanent deficits in hearing and balance. Such disorders are very common; so-called ‘sensorineural’ hearing loss afflicts about 30 million Americans [1].

Sensory epithelia (SE) in the ears of all vertebrates are populated by two basic cell types: hair cells and supporting cells. The key limitation to regeneration in the mammalian ear is the inability of mammalian supporting cells to proliferate or change phenotype in response to hair cell injury. Several attempts have been made to induce regeneration in the vestibular organs by exposure to exogenous mitogens, but these have had limited success [5] [6]. More recently, viral gene transfer techniques have been used to transfect supporting cells in the damaged cochlea with the gene encoding the *Atoh1* transcription factor. This factor, formerly known as *Math1*, is required for normal hair cell differentiation [7] and also appears to be capable of converting the phenotype of mature supporting cells into replacement hair cells. These new sensory receptors can also re-establish synaptic connections with afferent neurons, leading to a moderate restoration of hearing in a guinea pig model of hearing loss [8] [9].

Unlike mammals, spontaneous regeneration of sensory hair cells has been extensively documented in the hearing and balance organs of non-mammalian vertebrates. The avian inner ear, in particular, has a very robust capacity for sensory regeneration. Death of hair cells quickly triggers renewed proliferation of epithelial supporting cells, and the progeny of these divisions can differentiate as replacement hair cells and supporting cells [10], [11]. These observations have led to the hope that understanding the biological basis of sensory regeneration in the avian ear might provide insights into how to induce similar repair in humans. Relatively little is known about the genetic regulatory mechanisms that permit regeneration in the avian ear and this has limited the development of strategies for inducing such regeneration in mammals. Previous studies of the avian regenerative process have identified genes on an individual (and essentially “candidate gene”) basis (e.g. *DELTA1*-[12]; *FGFR3*-[13]; *PROX1*-[14]).

In this study we employed two genomic technologies to obtain a more global picture of gene expression changes during avian hair cell regeneration. Specifically, we used micro cDNA amplification methods and custom gene microarrays [15] [16] to interrogate nearly all identified transcription factor (TF) genes in the SE of the chick cochlea and utricle during the early phases of regeneration. We identified activity within known signaling pathways, several of which have not been previously implicated or explored in SE regeneration, and we identified many as-yet unexplored genes that were differentially expressed. We were able to identify treatment, tissue and time point-specific changes in TF expression. Notably, a basal set of TFs was present in both sensory tissues at all stages. We also identified commonalities and tissue-specific differences between the sensory epithelia of the utricle and cochlea that resulted from different damage regimes. This is the first study of its kind to characterize large-scale gene expression profiles during sensory regeneration. These results now provide the starting point for a detailed investigation of the role of these genes in HC recovery, and for a description of their possible interactions.

## Results

### Study design

We profiled changes in transcription factor expression in SE of the cochlea and utricle following two distinct forms of *in vitro* injury: (1) laser ‘wounding’ of cultured SE or; (2) ototoxic hair cell death caused by treatment with the aminoglycoside antibiotic neomycin. In the first case, cultured SE [17] received linear ‘wounds’ with a pulsed laser microbeam. Creation of the lesion typically required 3–5 min/culture; during this time, control cultures were removed from the incubator and kept under identical conditions, but did not receive lesions. Wounded epithelia were allowed to recover for 30 min, 1 hr, 2 hrs or 3 hrs after the lesions. Equal numbers of lesioned and unlesioned specimens were analyzed at each recovery time point. For the second injury regimen, utricles or cochleae were cultured for 24 hr in medium that contained 1 mM neomycin [18]. A sample of SE was collected immediately after this treatment; this constituted the 0 hr time point for the regenerative time course. Other cultures were rinsed and maintained in neomycin-free medium for an additional 24 or 48 hr. Equal numbers of specimens were cultured under identical conditions, but did not receive neomycin; these served as time-matched controls for comparative gene expression profiling.

Hybridizations were conducted on multiple biological samples (see below). The sampling times for neomycin-lesioned specimens were chosen based upon previous studies of hair cell death and supporting cell proliferation, which indicate that S-phase entry by supporting cells peaks at about 48 hrs after ototoxic injury *in vitro* [19]. On the other hand, the laser time points were expected to provide us with insights into the very early signaling events that occur after epithelial injury. Our expectation in employing these two damage regimes was that we might find some degree of overlap between the two time courses, but that we might also be able to discern treatment-specific, as well as cochlea- and utricle-specific, changes in gene expression.

After appropriate survival times, RNA was prepared and converted into microarray targets by previously described methods [15]. TF gene expression was then assayed by comparative hybridization (injured specimens vs. time-matched controls) to custom transcription factor gene microarrays [16]. These microarrays contained 50 mer oligonucleotide probes, spotted in duplicate, that interrogate the vast majority of human transcription factor genes (plus a few probes to non-TFs such as sonic hedgehog [SHH]). We used this array as a cross-species profiling tool to measure the expression of the orthologous chicken TF genes. We, and others, have previously demonstrated that cross-species hybridizations can be reliably used on this type of array platform [15] [20]. The study described here was embarked upon before the recent publication of the draft chicken genomic DNA sequence [21] or the availability of commercial chicken gene chips. With the release of most of the chicken genomic DNA sequence it is possible to assess sequence identity between our human probes and their chicken orthologs. An analysis of this type indicates that ∼98% of our probes have >70% sequence identity with the correct chicken ortholog (data not shown). Hybridization stringencies were adjusted to accommodate this degree of identity for all of the comparative data described in this study. Each time course was replicated with additional biological samples, including controls. Every treatment time point and time-matched control was hybridized to a minimum of four microarrays; two replicates plus two dye switch experiments. All of our data, array designs and analysis parameters are available through the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/).

### Array analysis

In order to quantify gene expression changes, along with associated statistical confidence limits, all expression data were analyzed as described below (see Materials and Methods). Briefly, array data were first normalized by LOWESS, a locally weighted linear regression model, to compensate for dye effects. Second, data from the multiple hybridizations for a given time point were hierarchically clustered, along with data from additional time points, to assess the similarity and reproducibility of the data across multiple biological samples and dye switches. T-tests (calculated by conducting a one sample t-test on the adjusted intensity data of the entire array of selected hybridizations at each time point) were performed between samples to assess reproducibility and similarity. The data were also filtered to remove oligonucleotide probes that fell below a threshold for background intensity. This threshold was determined by the intensity of controls spots. During the creation of self-organizing maps (see below), not all genes passed the filtering steps in both time courses. In these cases we extracted the missing values from the primary data and “filled in” the values to construct the patterns of gene expression across all seven time points. In general the vast majority of TFs showed relatively modest gene expression fold changes. This may be due to a compression of the dynamic range in cross-species hybridizations [15]. Our prior experience in employing this array platform for cross-species hybridizations indicated that changes as low as 1.2-fold frequently reflected higher changes when assessed by q-PCR ([15]and see q-PCR below).

### Differential gene expression in the four time courses

In the antibiotic damage regime the 24 and 48 hr time points reflected gene expression changes within supporting cells, as the majority of hair cells had been killed by the ototoxic antibiotic [18], [22]. By 48 hrs many of the supporting cells had progressed into the S-phase of the cell cycle [19]. By contrast, the laser damage regime resulted in a 100–200 µm-wide ‘wound’ in the cultured sensory epithelia. The wounds typically closed within 16–24 hrs of recovery time. The initial phase of wound repair was due to cell migration, but elevated levels of cell proliferation were also observed at the wound sites (but not at distant, uninjured regions) at 16–48 hrs after injury. For the utricle, after the data analysis steps described above, 143 TFs had passed through the data filters for differential gene expression (>1.2-fold change at one or more time point and a p-value of <0.05) over the three neomycin damage time points (Supplemental Tables S1 and S2). 

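In the cochlear laser time course, cultured sensory epithelia (SE) of the chick cochlea received linear wounds from a pulsed laser microbeam. RNA was taken 30 min, 1 hr, 2 hrs or 3 hrs later and compared with RNA of unlesioned cultures of the same time. On each array, cDNA of the lesioned SE in 1 dye (Cy3 or Cy5) and cDNA of the controls in the other dye were hybridized together to 50 mer probes for human transcription factors. Each time point had 2 biological replicates, and the arrays of a replicate were repeats and dye switches of the same pair of RNAs. There were 25 arrays at 30 min, 17 at 1 hr, 15 at 2 hrs and 20 at 3 hrs, a total of 77. The laser RNA was in Cy5 on 39 of them and in Cy3 on 38. The authors deposited the scanner output of each array, with the mean signal and the mean local background of every spot in both channels, before background correction or normalization. Their table of processed values equals the log2 ratio of those raw signals, laser over control, to within 5.77e-15. It was therefore neither normalized by LOWESS nor centred, and the medians of its columns ranged from −1.03 to 1.38 (median −0.02). By time point, the median of its column medians was 0.09 at 30 min, −0.03 at 1 hr, −0.14 at 2 hrs and −0.19 at 3 hrs. The median spot signal of an array was 1188 at 30 min, 2849 at 1 hr, 1945 at 2 hrs and 1371 at 3 hrs (medians over arrays), and single arrays ranged from 763 to 3950. Signal was 3.31 times the local background in the median array, with a range from 2.00 to 34.7. The number of arrays and of replicates limits the precision of each value.

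From the scanner output, each channel was background corrected (normexp with an offset of 50) and each array was normalized by loess with the control spots at weight 0. The duplicate spots of a gene were averaged, and the log2 ratios of the arrays with the laser RNA in Cy3 were turned, so that a positive value stands for a higher level after laser injury. The means of both dye orientations were averaged to 1 value per biological replicate. Of 1507 genes, 1503 had a mean signal of at least 1000 at 1 time point or more and were tested. One limma model with a mean for each time point was fitted to the 8 replicates, and p-values were adjusted by the Benjamini-Hochberg method within a time point. A gene was called at an adjusted p under 0.05 and a change of over 1.2-fold, and also, as in the study, at an unadjusted p under 0.05 and over 1.2-fold. The background correction, the loess curve, the way in which arrays were averaged and the turning of arrays can each change these values.

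The direction of the ratios is not settled. The dye of the laser RNA was read from a digit in the array titles, and the names of the scanned images give the same dye on 77 of 77 arrays. After turning, however, both orientations of a replicate ran against each other across the 1503 genes. The correlation was below 0 in 8 of 8 replicates, between −0.64 and −0.24 (median −0.54), across genes, which are not independent replicates. Single arrays of a replicate had a median correlation of 0.25 in the same orientation (158 pairs) and of −0.20 in opposite orientations, with 46 of 193 such pairs below −0.3. A difference between Cy5 and Cy3 that did not change sign with the dye switch had an adjusted p under 0.05 in limma for 495 genes, 235 higher in Cy5 and 260 higher in Cy3. Its median size was 0.11 on the log2 scale, against 0.06 for the difference between laser and control. The counts of genes and most values of named genes are therefore also given with no array turned, that is, as Cy5 over Cy3 on every array. If the dye labels are right, a laser effect cancels in that setting, and what is left is the difference between the dyes. It can hold a laser effect only where the labels are wrong, and then mixed with the dye difference. The correlation across genes between both replicates of a time point was 0.21 at 30 min, −0.01 at 1 hr, 0.05 at 2 hrs and 0.04 at 3 hrs.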

Gene expression in laser damaged SE was compared to time-matched controls at 30 min, 1 hr, 2 hrs, and 3 hrs after laser lesions. For the utricle, a total of 66 TFs were differentially expressed across the four laser time points (Supplemental Tables S3 and S4).

Analysis of the cochlear treatments revealed a much larger number of significant changes in TF gene expression than were found for the utricle. A total of 484 genes were differentially expressed (>1.2-fold change and p-value of <0.05) across the cochlear neomycin time course (Supplemental Tables S5 and S6). Analysis of the cochlear laser comparisons revealed a total of 217 differentially expressed genes (listed in Supplemental Tables S7 and S8). 

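In limma, 0 of 1503 genes had an adjusted p under 0.05 together with a change of over 1.2-fold at any of the 4 time points. The smallest adjusted p was 0.069 at 30 min, 0.999 at 1 hr, 0.209 at 2 hrs and 0.928 at 3 hrs. At the threshold of the study, an unadjusted p under 0.05 and over 1.2-fold, limma gave 125 genes in at least 1 time point. There were 52 genes at 30 min (14 higher and 38 lower after laser injury), 5 at 1 hr (4 higher and 1 lower), 63 at 2 hrs (32 higher and 31 lower) and 23 at 3 hrs (15 higher and 8 lower). Without the fold-change threshold, 134, 40, 164 and 57 genes had an unadjusted p under 0.05, where 75.2 are expected by chance at each time point. The split between higher and lower genes depended on the processing. At 30 min it was 45 higher and 15 lower without 30 min replicate 1, 146 and 82 on the arrays with the laser RNA in Cy3 alone, and 211 and 3 from the authors' uncorrected log2 ratios. At 1 hr it was 5 and 21 with plain background subtraction and 39 and 104 with the laser RNA in Cy5 alone. In Cy3 alone it was 179 and 158 at 1 hr. At 2 hrs it was 101 and 13 with median centring in place of loess, and 2 and 184 from the authors' ratios. At 3 hrs it was 2 and 39 from the authors' ratios and 35 and 44 without 3 hr replicate 1. As Cy5 over Cy3 throughout, there were 48 higher and 151 lower in Cy5 at 30 min, 108 and 153 at 1 hr, 178 and 190 at 2 hrs, and 105 and 159 at 3 hrs. The moderated F-test over the 4 time points gave 0 genes after adjustment and 111 before it. When the methods' t-test was run over all arrays of a time point, so that repeats of the same RNA count as replicates, 144, 48, 92 and 107 genes had a p under 0.05. Of these 38, 3, 35 and 12 were over 1.2-fold, and 1, 1, 0 and 3 had an adjusted p under 0.05. The count moved most with the dye orientation. Among the alternatives set before the data were examined, the arrays with the laser RNA in Cy3 alone gave 806 genes at the threshold of the study and 208 after adjustment. With no array turned, a setting chosen after seeing the data, the counts were 657 and 404. By the dye labels, those genes differ between the dyes and not between laser and control. Leaving out replicate 2 of the 2 hr time point gave 270 genes at the threshold of the study, and leaving out replicate 2 of the 30 min time point gave 215.

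The 10 largest changes among genes with an unadjusted p under 0.05 and the same sign in both replicates were between −0.58 and 0.98 on the log2 scale. The largest was *PRDM13* at 3 hrs, with a log2 ratio of 0.98 (standard error 0.27, adjusted p = 0.928 from limma); its replicates, 0.29 and 1.66, lay further apart than the mean lay from 0. *CDO* (−0.58), *KCNN2* (−0.56), *UBB* (−0.48) and *ATBF1* (0.48) followed at 30 min, *SOX14* (0.50) at 1 hr and *FOG2* (0.53) at 3 hrs, together with *EGR1*, *NEUROG1* and *CREB1* at 30 min. Of these 10 genes, *EGR1*, *CDO*, *KCNN2* and *SOX14* had opposite signs in the arrays with the laser RNA in Cy3 and in Cy5. When no array was turned, *FOG2* was at −0.20, *SOX14* at −1.14 and *EGR1* below 0, and the other 7 kept their sign. The paper counted a gene once if it passed the threshold at 1 time point or more, and from its count and the smaller one for the utricle it states that the cochlear treatments changed more TF genes.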

Overall, when overlaps between the various lists of genes were taken into account, a total of 605 TFs accounted for all of the statistically significant changes in gene expression observed across the two cochlear time courses, and a total of 188 TF genes were differentially expressed across the two utricle time courses. It is possible that these apparent differences in numbers of differentially expressed genes between the two epithelia, reflect more synchronization of regenerative signaling events in the cochlea when compared to undamaged controls. It is notable that the undamaged avian utricle is in a continual low-level state of hair cell turn-over [23]. This process may result in asynchronies in gene expression between injured and uninjured utricles. This might lower apparent fold-changes or increase variability (leading to higher p-values) when the damaged utricles are compared to the undamaged (but constantly regenerating) utricles. It is also possible that the larger number of expression changes in the cochlea reflects a more robust regenerative program in this particular sensory epithelia.

### Validation of expression changes

To independently verify apparent differences in gene expression we selected 11 genes that showed modest fold-changes for at least one time point within at least one of the four regenerative time courses. The orthologous chicken genes were identified by BLAST searches and PCR primers were designed for use in qPCR assays on new biological samples. In most cases these assays were conducted upon tissues from single time points. However, for three genes (*CTNNB1*, *KIAA0173* and *TRIP15*) the genes were tested across one entire time course (the utricle neomycin time course). A total of 19 time point/tissue/treatment combinations were tested overall. The results of these multiple qPCR assays are shown in Table 1 and compared to the apparent fold-changes observed from the array analysis. As observed in our previous study with this type of cross-species array platform [15], these data confirmed the trends seen in the microarray data and indicated that the microarray, in general, under-reported the actual levels of changes that occurred across the four time courses. 

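Of the combinations in Table 1, the cochlear laser time course covers *FOS* at 30 min, *NFIL3* and *IRLB* at 1 hr, *GATA3* at 2 hrs and *JUND* at 3 hrs. *JUND* was not found among the gene names of the array and is not analysed here. The log2 ratio on the arrays was 0.02 for *FOS* (standard error 0.092), 0.23 for *NFIL3* (0.087), 0.17 for *IRLB* (0.083) and −0.01 for *GATA3* (0.107). The sign was that of Table 1 for 4 of 4 genes. The ratios of *FOS* and *GATA3* were smaller than their standard errors. In limma, *NFIL3* had an unadjusted p of 0.0215 and *IRLB* of 0.0599, and no gene of the 4 had an adjusted p under 0.97 over all genes. Adjusted over the list alone, 0 of 4 genes were under 0.05 (smallest 0.0861). The replicates of *NFIL3* were at 0.11 and 0.34. *IRLB* was at 0.55 where the laser RNA was in Cy3 and at −0.21 where it was in Cy5, and *FOS* was at 0.11 and −0.08. Without any turning of arrays, the ratios were −0.09 for *FOS*, −0.05 for *NFIL3*, −0.38 for *IRLB* (adjusted p = 0.0438, limma) and −0.07 for *GATA3*, so that 1 of 4 had the sign of Table 1. With the arrays turned, the adjusted p of *IRLB* ran from 0.0604 to 1.00 over the alternatives that were set before the data were examined and keep every replicate. The study chose these genes partly from the same arrays. Its qPCR, however, was run on new biological samples and is separate evidence that was not re-analysed here. For each of the 4 genes it gave the sign of the study's array fold and a larger change.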

The only example showing >15% deviation from this under reporting was the level of *CTNNB1* mRNA in the utricle at 48 hrs after neomycin damage. In this case, the q-PCR assay reported an increase of 2.3 fold relative to undamaged utricle, whereas the array reported a 3.1-fold increase.

**Table 1:** QPCR validation of microarray fold-changes.

Tissue	Treatment	Timepoint	Gene Name	Array Fold Change	QPCR Fold Change
Utricle	NEOMYCIN	0 HRS	CEBPG	−1.55	−2.78
Utricle	NEOMYCIN	0 HRS	CTNNB1	−1.27	−1.43
Utricle	NEOMYCIN	24 HRS	CTNNB1	−1.12	−1.25
Utricle	NEOMYCIN	48 HRS	CTNNB1	3.09	2.27
Utricle	NEOMYCIN	0 HRS	KIAA0173	1.36	1.69
Utricle	NEOMYCIN	24 HRS	KIAA0173	1.07	1.02
Utricle	NEOMYCIN	48 HRS	KIAA0173	1.29	1.60
Utricle	NEOMYCIN	0 HRS	TRIP15	−1.25	−1.60
Utricle	NEOMYCIN	24 HRS	TRIP15	1.02	1.20
Utricle	NEOMYCIN	48 HRS	TRIP15	1.41	1.30
Utricle	NEOMYCIN	48 HRS	BCL11A	1.33	2.22
Utricle	NEOMYCIN	48 HRS	CUTL1	1.38	1.30
Cochlea	NEOMYCIN	0 HRS	TRIP15	−1.47	−1.25
Cochlea	NEOMYCIN	48 HRS	JUND	−1.36	−1.66
Cochlea	LASER	30 MINS	FOS	1.50	12.50
Cochlea	LASER	1 HRS	NFIL3	1.32	1.8
Cochlea	LASER	1 HRS	IRLB	1.29	2.5
Cochlea	LASER	2 HRS	GATA3	−1.29	−1.42
Cochlea	LASER	3 HRS	JUND	1.31	2.4

Triplicate qPCR assays were carried out on new biological samples, using PCR primers designed to the orthologous chicken gene sequences. These are compared to the apparent fold-changes observed from the array analysis.

### Comparing and contrasting differential gene expression across tissues and treatments

Despite the large differences in the sheer volume of changes in the two regenerating epithelia, there were interesting underlying overlaps between the various transcriptional programs. These are shown in summary form as the Venn diagrams in Figure 1. For example, a comparison of all changes in gene expression between both neomycin time courses (utricle and cochlea) revealed 80 shared genes, of which 21 showed identical trends in at least one identical time point. These time point commonalities are shown in Table 2 and in a more expanded form in Supplementary Table S9. The largest area of overlap between the cochlea and utricle was at 48 hrs where 11 genes showed identical patterns of gene expression (Table 2). Four of these were down-regulated and seven were up-regulated versus the time-matched controls, but literature searches and pathway analysis did not reveal any known unifying functional network that ties these together. Among this group were; *CTNNB1* (a component of canonical *WNT* signaling [24]) *NR1H3* (a.k.a. *LXRalpha*), an orphan nuclear receptor that is known to play a role in insulin regulation of cholesterol homeostasis in hepatocytes [25], [26] and; *BCL11A* (a zinc finger gene associated with various hematopoietic malignancies [27], [28]). Antibiotic damage in the avian utricle results in a program of cell division that peaks at 48 hrs after ototoxic injury [29] and returns to normal levels at 4 days post injury. A recent study [30] also indicates that markers of hair cell differentiation are expressed in the SE at >80 hrs after ototoxic injury. Therefore, the pattern of expression of these 11 genes may mark a period at which the proliferative program is declining and the differentiation program is initiating within the regenerating SE.

**Figure 1:**
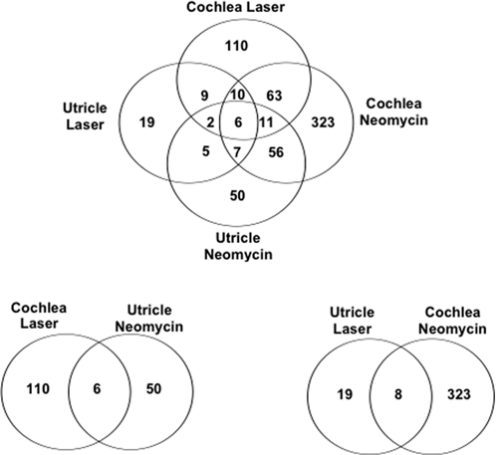
Overlaps between differentially expressed genes in the four treatment/time course combinations. These Venn diagrams illustrate the overlaps between genes that were scored as being either up or down regulated. To be included as an overlap a gene must be differentially expressed in at least one time point in both time courses (>1.2-fold and p-value< = 0.05), but the time points or trends do not have to necessarily match. For a detailed listing of all of the genes in the overlaps see Supplementary Tables S2, S4, S6 and S8).

**Table 2:** Genes that exhibit identical patterns of expression in at least one identical time-point.

UTR-NEO			COCH-NEO			UTR-LSR				COCH-LSR				
0 hr	24 hr	48 hr	0 hr	24 hr	48 hr	30 min	1 hr	2 hr	3 hr	30 min	1 hr	2 hr	3 hr	GENE
−1	0	0	−1	0	0	0	1	0	0	0	0	0	−1	COPS2
−1	0	0	−1	0	−1	–	–	–	–	–	–	–	–	GTF2F1
−1	0	0	−1	−1	−1	0	0	0	0	–	–	–	–	IRF2
−1	0	0	−1	0	0	–	–	–	–	–	–	–	–	FOXJ3
−1	0	0	−1	0	−1	–	–	–	–	–	–	–	–	NFE2L1
1	1	1	1	0	0	−1	0	0	1	0	0	0	0	ZNF93
1	0	0	1	0	1	0	0	0	0	–	–	–	–	ZNF90
0	−1	−1	0	−1	0	0	0	0	1	–	–	–	–	ZNF44
0	−1	0	0	−1	0	0	0	0	0	−1	0	0	0	TITF1
1	−1	0	0	−1	0	0	0	0	0	0	−1	0	0	MAPK8IP1
0	0	−1	0	−1	−1	0	0	0	0	–	–	–	–	TAF10
0	0	−1	0	0	−1	0	1	0	0	0	1	0	0	NR1H3
0	0	−1	0	0	−1	0	0	0	1	–	–	–	–	FHL1
0	1	−1	0	0	−1	0	0	0	0	–	–	–	–	FOXA1
0	0	1	0	−1	1	0	0	0	1	–	–	–	–	MYCBP
0	0	1	0	0	1	0	0	0	1	0	0	0	1	BCL11A
0	0	1	0	0	1	–	–	–	–	–	–	–	–	CTNNB1
0	0	1	0	0	1	–	–	–	–	0	0	0	0	ZNF324
1	0	1	0	0	1	0	0	0	1	–	–	–	–	TBX15
1	0	1	0	0	1	0	0	0	0	–	–	–	–	ZNF79
1	0	1	0	1	1	0	0	0	1	0	0	0	1	ZNF248
–	–	–	1	0	0	−1	0	0	1	−1	0	0	0	ZBTB6
–	–	–	–	–	–	1	0	0	0	1	0	1	0	C1orf142
0	0	−1	0	0	−1	0	1	0	0	0	1	0	0	NR1H3
–	–	–	0	−1	0	0	1	−1	0	0	1	0	0	MYT2
0	0	0	0	−1	−1	0	0	0	1	0	0	0	1	JUND
1	0	0	−1	0	0	0	0	0	1	0	0	0	1	TTLL4
1	0	0	0	1	0	0	0	0	1	0	0	0	1	HOXD8
0	0	1	0	0	1	0	0	0	1	0	0	0	1	BCL11A
1	0	1	0	1	1	0	0	0	1	0	0	0	1	ZNF248
–	–	–	1	0	0	0	0	0	1	0	0	0	1	ZNF75A
–	–	–	0	0	1	0	0	0	1	0	0	0	1	C14orf106
–	–	–	0	0	1	0	0	0	1	0	0	0	1	TBX5

Each time course and treatment combination is shown across the top.rows of the table: Utr-neo = utricle neomycin; Coch-lsr = cochlea laser and so on. Specific genes that exhibit similar patterns of gene expression are shown down the right hand column. Shaded entries illustrate similar patterns. 1 = up-regulation, 0 = no change and −1 = down-regulation relative to untreated controls. All values are derived from Supplementary Tables S2, S4, S6 and S8 and are >1.2-fold and p-value< = 0.05.

A similar set of comparisons were conducted on all the differentially expressed TFs in the laser time courses (Figure 1 and Table 2). These shared 27 differentially expressed genes, of which 12 showed the same trends for at least one parallel time point (Table 1). These changes might either reflect laser-specific responses or be early-acting effects in the common pathway of hair cell regeneration. It is interesting to note that the 3 hr laser time points shared two up-regulated genes in common with the 48 hr neomycin time points (*BCL11A* and another zinc finger gene, *ZNF248*). 

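For the cochlear laser time course, Table 2 lists a change for 15 genes, of which 13 were tested here. *JUND* was not found among the gene names, and *TITF1* was below the signal minimum at every time point (899 at 30 min, where Table 2 lists it). The 13 genes have 14 listed changes, and 12 of the 14 log2 ratios had the listed sign. The exceptions were *ZID* (*ZBTB6*) at 30 min (0.06, listed as lower) and *FLJ12517* (*C1orf142*) at 2 hrs (−0.004, listed as higher). In limma, 5 of the 14 had an unadjusted p under 0.05 and 2 of these were over 1.2-fold. Adjusted over the list alone, 0 were under 0.05 (smallest 0.107), and over all genes 0 were. The list was drawn up by the study partly from these arrays, so it is not independent evidence. The largest change in the list was that of *FLJ11186* (*C14orf106*) at 3 hrs, with a log2 ratio of 0.47 (standard error 0.218, unadjusted p of 0.0496) and replicates at 0.07 and 0.87. Its orientations were far apart, at −0.98 with the laser RNA in Cy3 and 1.92 with it in Cy5. Without 3 hr replicate 1 the ratio was 0.87 and without 3 hr replicate 2 it was 0.07. *TBX5* at 3 hrs was at 0.10 (unadjusted p of 0.277), *MYT2* at 1 hr at 0.16, *FLJ12517* at 30 min at 0.14 and *MAPK8IP1* at 1 hr at −0.04. As Cy5 over Cy3 throughout, 10 of the 14 had the listed sign and 2 had an adjusted p under 0.05, among them *FLJ11186* at 1.45 (adjusted p = 1.39e-05 in limma). With the arrays turned, its adjusted p ran from 0.00160 to 1.00 over the alternatives that were set before the data were examined and keep every replicate.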

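In the cochlear laser time course at 3 hrs, *BCL11A* had a log2 ratio of 0.109 (standard error 0.110, unadjusted p of 0.342 in limma), with replicates at 0.22 and 0.00. It was at −0.26 where the laser RNA was in Cy3 and at 0.48 where it was in Cy5. *ZNF248*, which the array lists as *LOC57209*, was at 0.07 (standard error 0.0866, unadjusted p of 0.462), with both orientations near that value (0.06 and 0.07). Neither ratio was distinguishable from 0 against the spread between replicates. With no array turned, *BCL11A* was at 0.367 (adjusted p = 0.0208 in limma) and *ZNF248* at 0.0036. With the arrays turned, the adjusted p of *BCL11A* ran from 0.0541 to 1.00 over the alternatives that were set before the data were examined and keep every replicate.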

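At 3 hrs after laser injury in the cochlea, *TTLL4*, which the array lists as *KIAA0173*, had a log2 ratio of 0.27 (standard error 0.107, unadjusted p of 0.0229 in limma). It was the only 1 of *TTLL4*, *HOXD8* and *ZNF75A* over 1.2-fold, with replicates at 0.13 and 0.42. *ZNF75A* was at 0.25 (standard error 0.084, unadjusted p of 0.00965), with replicates at 0.27 and 0.23. *HOXD8* was at 0.22 (standard error 0.100, unadjusted p of 0.0438), and its replicates were further apart, at 0.40 and 0.04. No adjusted p of the 3 genes over all genes was under 0.98. Over the alternatives that were set before the data were examined and keep every replicate, the smallest was 0.0326 for *TTLL4* (*KIAA0173*), in the methods' t-test over arrays (which takes repeats of the same RNA as replicates), 0.139 for *ZNF75A* and 0.329 for *HOXD8*. In each of the 3 genes the ratio was above 0 in both dye orientations, from 0.19 to 0.28. With no array turned they were near 0, at 0.0022 for *TTLL4*, −0.0090 for *ZNF75A* and 0.028 for *HOXD8*. Values near 0 there follow from orientations that agree after turning, so they are no separate evidence against a change. Without 3 hr replicate 1 *TTLL4* rose to 0.42, and without 3 hr replicate 2 it fell to 0.13.

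**Figure D1:**
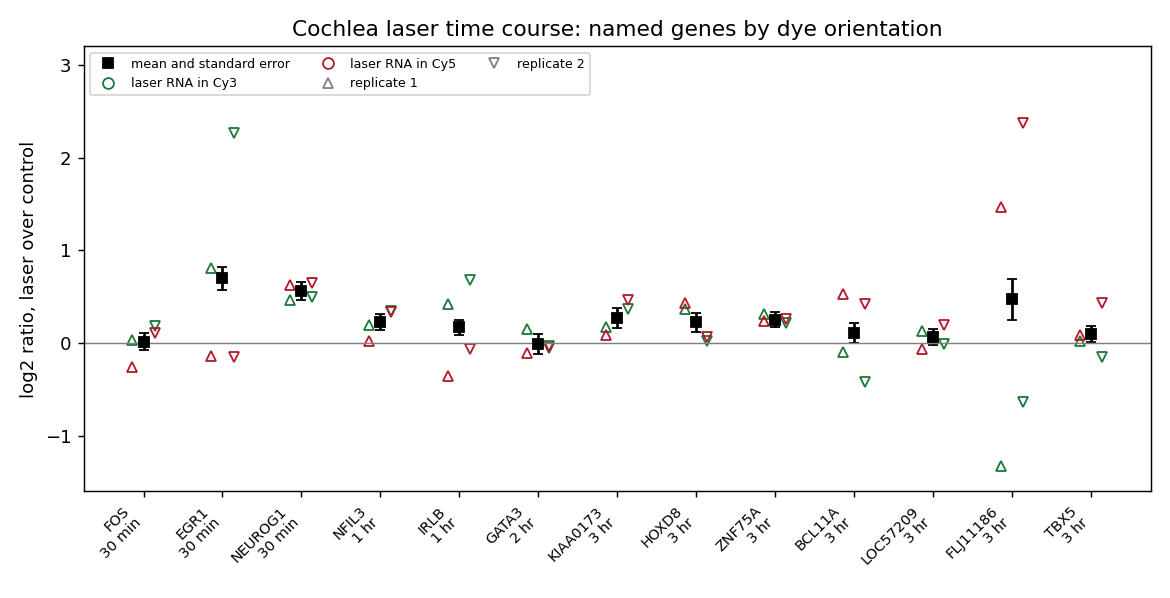
Log2 ratio of laser over control for genes that the paper names, at the time point given under each array name. Black squares are the mean of the 2 biological replicates with its standard error, and open triangles are the mean of the arrays of each replicate with the laser RNA in Cy3 (green) or in Cy5 (red). The 4 values of *KIAA0173*, *HOXD8* and *ZNF75A* lie above 0, while those of *EGR1*, *BCL11A* and *FLJ11186* part by dye orientation.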

The last laser time points also showed up-regulation of five additional genes [*JUND, TTLL4* (a.k.a. *KIAA0173*) *HOXD8* and *ZNF75A*].

A comparison of trends within a given SE (irrespective of the method of injury) revealed 5 genes (*CEBPG, HSF1, LOC51131, PSMC5* and *SSX4*) that appear to reflect regenerative responses specific to the utricle (i.e. they were not differentially expressed in the regenerating cochlea SE). A similar comparison of trends in the cochlea identified 90 genes that occurred in both laser and neomycin lists of differentially expressed genes (Figure 1). In this case, 61 of these gene expression changes appeared to be specific to the regenerating cochlea (cf Supplementary Tables S2, S4, S6 and S8). Among these were two forkhead genes (*FOXC1* and *FOXH1*) three homeobox genes (*HOXA4, HOXC10* and *HOXD1*) five zinc finger transcription factor genes (*ZFHX1b, ZFP106, ZNF123, ZNF175* and *ZNF258*) and three genes from the circadian rhythm pathway (*PER1, PER2* and *TIMELESS*). Several of these will be discussed in more detail below. None of these genes has been previously investigated in the regenerating or developing inner ear.

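On the cochlear laser arrays, 12 of these 13 genes were tested; *HOXC10* was below the signal minimum at every time point (highest mean signal 759). The 12 genes have 48 log2 ratios over the 4 time points, from −0.29 to 0.16. *ZNF258* at 2 hrs had the only unadjusted p under 0.05 in limma, at −0.29 (standard error 0.093, unadjusted p of 0.00794, adjusted p = 0.243). Adjusted over the list alone, 0 of the 48 were under 0.05 (smallest 0.381). Its ratio was −0.61 where the laser RNA was in Cy3 and 0.03 where it was in Cy5, and 0.32 with no array turned. *PER1* and *TIMELESS* were between −0.10 and 0.10 at every time point, and *PER2* reached 0.16 at 3 hrs (unadjusted p of 0.103). The median ratio of the 12 genes was 0.0072 at 30 min, 0.032 at 1 hr, −0.055 at 2 hrs and 0.031 at 3 hrs. When no array was turned, the 48 ratios ran from −0.39 to 0.35, and 13 had an unadjusted and 5 an adjusted p under 0.05.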

Notably, we also identified a core group of six genes [*BCL11A, HOXD8, TTLL4, ZNF248* (a.k.a. *LOC57209*), *NR1H3*, and *COPS2* (a.k.a. *TRIP15*)] that change their expression levels across all four treatments and tissue combinations. It should be noted that although these genes vary across all of the time courses, they do not necessarily follow exactly parallel patterns of gene expression across time courses. Thus, *COPS2* was initially down regulated in both neomycin time courses, was up-regulated at 1 hr after laser treatment in the utricle, but was down-regulated at 3 hrs after laser treatment in the cochlea. By contrast, some genes such as *BCL11A,* appeared quite consistent between the four combinations; *BCL11A* expression peaked at 3hrs in both laser time courses and peaked at 48 hrs in both neomycin time courses.

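In the cochlear laser time course, 4 of these 6 genes had an unadjusted p under 0.05 in limma at some time point, and 0 of 6 had an adjusted one. *HOXD8*, *TTLL4* and *COPS2* did so at 3 hrs. *ZNF248* did so at 2 hrs, where its log2 ratio was 0.22 (unadjusted p of 0.0255, adjusted p = 0.358). *NR1H3* was at 0.10 at 1 hr (unadjusted p of 0.230), the time point at which Table 2 lists it, and between −0.09 and 0.03 at the others. The 1 hr value was 0.40 where the laser RNA was in Cy3 and −0.21 where it was in Cy5. Without any turning of arrays, *NR1H3* was below 0 at all 4 time points and reached −0.60 at 2 hrs (adjusted p = 0.00861 in limma). *ZNF248* at 30 min was then at 0.41 (adjusted p = 0.0465) and *BCL11A* at 3 hrs at 0.367 (adjusted p = 0.0208).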

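*COPS2*, which the array lists as *TRIP15*, had a log2 ratio of −0.22 (standard error 0.079) at 3 hrs after laser injury in the cochlea. Its unadjusted p in limma was 0.0165 and its adjusted p 0.987, and its replicates were at −0.11 and −0.32. The change was under 1.2-fold. It was small where the laser RNA was in Cy3 (−0.04) and larger where it was in Cy5 (−0.39). At the earlier time points *COPS2* was at −0.01 (30 min), 0.0968 (1 hr) and −0.08 (2 hrs). The difference between 3 hrs and the mean of the other time points was −0.22 (unadjusted p of 0.0311, adjusted p = 0.991, limma). As Cy5 over Cy3 throughout, the 3 hr ratio was −0.17 (unadjusted p of 0.185).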

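The log2 ratio of *BCL11A* over the cochlear laser time points was 0.14 at 30 min, −0.17 at 1 hr, 0.099 at 2 hrs and 0.109 at 3 hrs, so that the 30 min value was the highest. No value had an unadjusted p under 0.05 (smallest 0.138 at 1 hr), and limma did not tell the 3 hr value from the mean of the other time points (difference 0.09, unadjusted p of 0.505). With no array turned, *BCL11A* was highest at 3 hrs, the other time points lying between 0.11 and 0.13. Over the genes that Table 2 lists at 3 hrs, the difference between 3 hrs and the other time points was largest for *FLJ11186* (0.38, unadjusted p of 0.15). It was 0.23 for *TTLL4*, 0.21 for *ZNF75A*, 0.13 for *HOXD8*, 0.08 for *TBX5* and 0.02 for *ZNF248*, and every adjusted p was 0.991. As Cy5 over Cy3 throughout, the difference was 0.88 for *FLJ11186* (adjusted p = 0.0412 in limma), 0.24 for *BCL11A*, 0.23 for *HOXD8*, 0.22 for *ZNF75A*, 0.11 for *TBX5*, 0.057 for *TTLL4* and −0.085 for *ZNF248*.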

Beyond these various overlaps between treatments and time courses, the largest group of gene expression changes in each of the four treatment/time point combinations were specific to just one SE and one treatment. For example, changes in the expression of 323 TF genes were specific to cochlea SE that was recovering from antibiotic damage (Figure 1). Many of these changes (for example the large group of zinc finger genes mentioned below) peaked at the 48 hour time point of cochlear SE regeneration.

### Identification of known pathways and processes among the differentially expressed genes

The comparative data listed in Supplementary Tables S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17 and S18 were manually curated via interrogation of Gene Ontology databases as well as Medline literature citations. This served to identify multiple components or “signatures” of seven distinct signaling pathways within all four regenerative time courses. The identified pathways were those previously shown to be mediated by; *TGFβ, PAX, NOTCH, WNT, NFKappaB, Insulin/IGF1*, and *AP1* signaling. All of these have been implicated, in one way or another, in the normal development of the vertebrate inner ear. These signatures (along with their time course(s) and associated references to each component) are listed in Supplementary Tables S10, S11, S12, S13, S14, S15, S16. Again, as with the common genes described above, even within one identified pathway, the profiles of changes in each time course were frequently quite different. Nevertheless, some commonalities could be discerned; for example, the homeobox gene *TITF1/NKX2.1* (a component of both the *TGFβ* and *PAX* pathways) which interacts with both *SMAD3* and *PAX8* [31]–[33] showed a similar profile in both neomycin time courses.

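The entries for the cochlear laser time course in Tables S10 to S13 and S15 to S17 were followed on the arrays, and 24 pathway genes were tested. No gene of these lists had an adjusted p under 0.05 over all genes in limma. Of the *TGFβ* list (Table S10), 5 of 6 genes were tested and 0 of 20 ratios had an unadjusted p under 0.05. Of the *PAX* list (Table S11), 6 of 7 genes were tested. *PAX4* was lower at 30 min (log2 ratio −0.27), and *PAX9* was higher at 1 hr (0.18) and lower at 2 hrs (−0.32, unadjusted p of 0.00146), the only 1 of the 24 ratios that stayed under 0.05 when adjusted over the list alone (0.0351). At 1 hr 6 of 6 genes of this list were above 0, and the set test camera gave an adjusted p of 0.060, which was 0.862 in fry and 0.905 with an estimated correlation. Of the *NOTCH* list (Table S12), *HES7* was lower at 30 min (−0.36) and at 3 hrs (−0.39), with an unadjusted p under 0.05 at both. Its orientations differed widely, with 0.44 where the laser RNA was in Cy3 and −1.17 where it was in Cy5 at 30 min, and 0.011 and −0.79 at 3 hrs. Without 1 replicate of the time point it was at −0.702 or −0.0245 at 30 min, and at −0.621 or −0.160 at 3 hrs. The single gene of the *WNT* list (Table S13), *TCF7L2*, had no unadjusted p under 0.05. Of 3 genes of Table S15, *EGR1* at 30 min was under 0.05 when adjusted over the list alone (0.00110), and of 4 genes tested of Table S16, *MAPK8IP1* was lower at 30 min (−0.29, unadjusted p of 0.011) but not when adjusted over the list alone (0.176). Of 5 genes of Table S17, *TRIP15* at 3 hrs had the only unadjusted p under 0.05, and adjusted over the list alone it was 0.330. When no array was turned, *PAX9* at 1 hr was at −0.29 and at 2 hrs at −0.0088, *PAX4* at −0.030 and *MAPK8IP1* at −0.050 at 30 min, and *HES7* at −0.80 and −0.40. In that setting, chosen after seeing the data, 4 of 20 ratios of Table S10 had an adjusted p under 0.05 over all genes in limma, all of *ETV1* (−0.80, −0.80, −0.96 and −1.20 in the order of the time points). So had 6 of 24 ratios of Table S11, 2 of 8 of Table S12, 2 of 4 of Table S13 (*TCF7L2* at 30 min, −0.69, and at 3 hrs, −0.41), 1 of 12 of Table S15, and 0 of Tables S16 and S17. The lists hold genes that the study chose partly from these arrays. From the profiles in the different time courses, the paper states that the changes within a pathway often differed between them.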

Not surprisingly, an additional grouping of genes fell within a set that we termed cell cycle/apoptosis genes (listed as Supplementary Table S17). Of interest among this set of genes were three that have been implicated in the regulation of *p27^KIP^*, a cyclin dependent kinase inhibitor that is a key regulator of cell proliferation during cochlear development [34]. Although *p27^KIP^* is expressed in supporting cells and may act as a block to cellular proliferation [35], a probe for this gene was not included on our array. Therefore, we conducted a semi-quantitative PCR analysis of the chicken *p27^KIP^* gene in the utricule neomycin specimens. This is shown in Figure 2 and indicates that *p27^KIP^* transcription was down-regulated after utricle SE damage and then returned to normal levels by 48 hrs after the removal of the antibiotic. Figure 2 also shows microarray data for four other genes that have been previously shown to regulate *p27^KIP^*. These are: *COPS2*, a component of the *COP9* signalosome [36], that can inhibit G1-S transition through interactions with *p27^KIP^*; *CUTL1* a transcription factor that inhibits *p27^KIP^* transcription [37]; *SIX6* within the *PAX* pathway which also represses *p27^KIP^* transcription [38]; and *DACH1* (a component of both the *PAX* and *TGF*–pathways) which interacts with *SIX6* to repress *p27^KIP^* transcription [38]. It is interesting to note that for the *COPS2* and *SIX6* genes the microarray data were consistent with their previously described interactions with *p27^KIP^* (i.e. *SIX6* transcript levels decreased over the time course and *COPS2* levels initially declined and then increased). *CUTL1* (a putative repressor of *p27^KIP^*) also appeared to increase in expression level over the time course and *DACH1* transcript levels did not significantly vary through the time course. This set of five genes is just one example of the many changes in known pathway components that can be constructed into mechanistic and testable hypotheses from this dataset.

**Figure 2:**
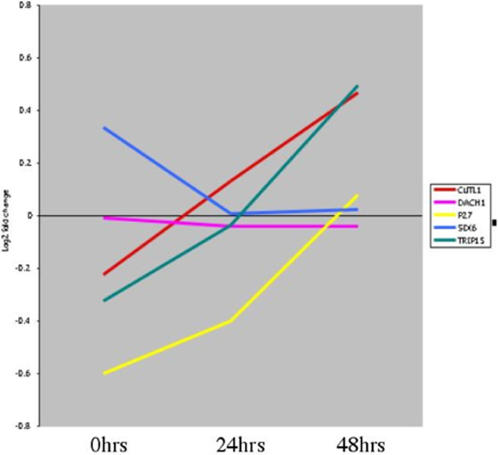
Gene expression changes in *p27^Kip^* and four genes that may regulate its expression. This diagram shows a combination of semi-quantitative PCR data (for *p27^Kip^)* and microarray data for the other four genes conducted on the utricle neomycin time courses. Each gene expression profile is color coded with the key to the right of each figure. The X-axis lists time points and the Y-axis is the log_2_ fold-change at each time point. Expression values are derived from Supplementary Table S2, except for *DACH1* which is detectably expressed, but is not significantly differentially expressed across the time course.

### Clustering with self organizing maps

As described above, literature/database searches plus manual curation of the data assisted us in placing a total of 70 known TFs into possible interactive pathways. However, the vast majority of the TFs in our set have no known function or correlations with known pathways. In order to potentially identify these relationships and to better discern possible patterns of co-expression within these data, we derived self-organizing maps (SOMs) by combining all differentially expressed genes across both time courses for each tissue type. This form of unsupervised clustering ([39], [40]) produces clusters of genes (with upper and lower limit bars) that show similar patterns of expression across a time course or set of treatments. In this case the situation is somewhat artificial, since in building these graphs we made the arbitrary choice that the 3 hr laser time point would precede the neomycin zero time point changes on the X-axis, whereas in reality the laser time course probably overlaps the early stages (0 hr to 24 hr) of neomycin recovery. Nevertheless, the purpose of these clusters was to visualize apparent patterns and potential clusters of genes within the data. Figure 3A shows a group of 16 SOM centroids (clusters of genes that show similar patterns of differential expression across all the time points) constructed using Genecluster 2 [39], [40] for the utricle time courses. Figure 3B shows sixteen centroids for the cochlea data. The actual names of every gene in each cluster are listed in Supplementary Tables S18 and S19. Some clusters exhibited relatively large temporal fluctuations in gene expression across both time courses. One example of this is centroid 3 in Figure 3A which includes a total of 14 genes such as *CEBPG, JUND, FOXP1*, and *HOXA13*. By contrast, centroids 8 and 12 in Figure 3A illustrate genes that show relatively small changes in expression, except at the 48 hour neomycin time point where they were all up regulated. These were the predominantly late genes in the utricle regenerative time course. These two centroids together comprised 19 genes and included *POU4F3* (previously implicated in hearing loss [41]), *CTNNB1* and *PPARGC1* (both in the *WNT* pathway). At the other end of the spectrum were the 11 genes in centroids 0 and 4 of Figure 3A that appeared to be activated early and peak in expression at the first or second laser time point. Among these are the nuclear hormone receptor *NR1I3,* which plays a role in transcriptional activation of genes involved in drug metabolism [42], [43] *SIX3*, a homeobox gene that regulates *PAX6* and *SOX2* in the developing eye [44] and *LOC51637*, a TF of unknown function, that we previously found to be up-regulated in the chicken utricle [15] relative to the cochlea.

**Figure 3:**
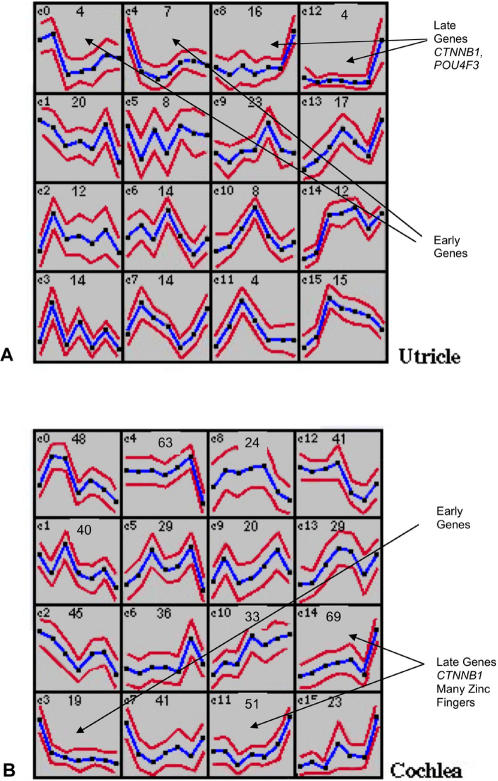
Analysis of the datasets by Self Organizing Maps. All of the differentially expressed genes listed in Supplementary Tables S2, S4, S6 and S8 were uploaded into Genecluster 2 and 16 centroids per organ were generated. Each box (centroid) in this figure is numbered from C0–C15 and they reflect common patterns of expression for clustered groups of genes within the dataset. The X-axis for each centroid consists of each time point and runs from the laser 30 min time point through 1 hr, 2 hrs, 3 hrs and then into the neomycin 0 time point followed by the neomycin 24 and 48 hr time points. The Y-axis indicates expression level (fold-change). The number in the top left of each centroid indicates the number of genes that fall into this cluster of co-expression. The top line indicates the upper boundary of expression for all of these genes and the lower line indicates the lower boundary. The middle line is the mean. All of the specific genes that fall into each centroid are listed in Supplementary Tables S18 and S19. Figure 3A shows the clustering for the utricle time points and Figure 3B shows the clustering for cochlea time points. Arrows indicate various patterns or genes within specific centroids that are described in the text.

The cochlea regenerative SOMs (16 in total) are shown in Figure 3B. In this case the predominantly late genes fall into centroids 11 and 14 and total 118 genes. However, additional examples of gradual up-regulation occur in centroids 10 and 15 (55 additional genes). Interestingly, of the 118 genes in centroids 11 and 14, a total of 45 are zinc finger transcription factors (as defined by being either ZF or ZNF family members listed in Supplementary Table S19). The vast majority of these are of unknown function and unknown target specificity. If the genes in centroids 10 and 15 are included, the total number of zinc finger TFs peaking in expression at the 48Hr time point rises to 61 (35% of the 173 total genes in these centroids). By contrast, the other twelve centroids in Figure 3B all together contain 19 zinc finger transcription factors (4% of a total of 432 genes in these centroids). Therefore, it appears that a dramatic burst of zinc finger gene expression occurs specifically at these late stages of regenerartive proliferation in the cochlear SE. This contrasts with the utricle SOMs where zinc finger TFs are distributed fairly evenly through the centroids. In common with the utricle time courses, *CTNNB1* peaks at 48 hrs in the cochlear time courses but, unlike in the utricle, *POU4F3* peaks earlier, at the 24Hr time point (in centroid 4 of Figure 3B). The predominately early genes (19 in total) in Figure 3B are contained within centroid 3. 

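All 19 genes of centroid 3 were tested on the cochlear laser arrays. The centroid was formed partly from these arrays, so its genes are not independent evidence. At 30 min, 11 of the 19 genes had a higher log2 ratio than the mean of the later time points, and at 1 hr 9 of 19 did. The median difference was 0.024 at 30 min and −0.017 at 1 hr. At 30 min 4 differences and at 1 hr 2 differences had an unadjusted p under 0.05 in limma. Adjusted over the list alone there were 3 and 0, and adjusted over all genes 0 and 0. As a set, the 19 genes lay higher at 30 min in camera with its preset correlation of 0.01 (mean log2 ratio 0.088, median 0.053, adjusted p = 0.0287 over 42 set tests). The call did not hold in fry (adjusted p of 0.948) or with an estimated correlation (0.905), nor did the difference between 30 min and the later time points (0.200). At 1 hr the mean of the set was 0.011 and its median −0.0012. When no array was turned, 41 of the 76 ratios of these genes changed sign, and 39 had an unadjusted and 26 an adjusted p under 0.05 in limma.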

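*NEUROG1*, *EGR1* and *NFIL3* of centroid 3 were higher at 30 min after laser injury in the cochlea. *NEUROG1* had a log2 ratio of 0.558 (standard error 0.0976, adjusted p = 0.069 from limma), with replicates at 0.54 and 0.57. It was at 0.481 where the laser RNA was in Cy3 and at 0.635 where it was in Cy5. The ratio of *EGR1* was 0.70 (standard error 0.126, adjusted p = 0.069), but its replicates were at 0.33 and 1.06. The rise was in the arrays with the laser RNA in Cy3 (1.54) and absent where it was in Cy5 (−0.145). *NFIL3* was at 0.349 (standard error 0.0866, adjusted p = 0.212), and at 0.46 and 0.24 in the orientations. The difference between 30 min and the mean of the later time points was 0.72 for *EGR1*, 0.44 for *NEUROG1* and 0.29 for *NFIL3*, each with an unadjusted p under 0.05 (0.000266, 0.00185 and 0.0123). After adjustment over all genes the smallest p was 0.133. As Cy5 over Cy3 throughout, the differences were −0.75, 0.18 and −0.050. At 1 hr, *NEUROG1* was at 0.20, *EGR1* at −0.092 and *NFIL3* at 0.23. Without any turning of arrays, the 30 min ratios were 0.0769 for *NEUROG1*, −0.84 for *EGR1* (adjusted p = 0.00257 in limma) and −0.11 for *NFIL3*. Turned, and over the alternatives that were set before the data were examined and keep every replicate, the adjusted p ran from 1.22e-07 to 0.748 for *NEUROG1* and from 0.000330 to 0.843 for *EGR1*.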

Of interest within this group are *EGR1*, which can be induced by *IGF* signaling [45], *NFIL3* which is a nuclear factor regulated by *IL3* [46], [47] and Neurogenin 1, which is involved in fate choice during inner ear development [47].

### Contrasting patterns of TF genes that are detectably expressed

In addition to using the normalized intensity values to identify differentially expressed genes, we also used intensity values to determine which TFs were detectably expressed at any given time point, irrespective of any fold-change. This is a useful dataset since, at the level of detection of our microarrays, it defines lists of TFs that specify the normal functioning of the SE and makes no distinction between genes that never vary and those that change in their expression levels. This involved scoring all genes as “on” that reproducibly exceeded a background intensity level (and likewise any gene that failed to meet this cutoff was arbitrarily scored as “off”). This cut-off was based upon control oligonucleotides that were imbedded within our arrays and have no known homologous sequences in the chicken genome. Venn diagrams (Figures 4A and 4B) illustrate the results of this analysis. It is important to realize the differences between this analysis and the listings of differentially expressed genes in Supplemental tables S1 through [Supplementary-material pone.0000525.s003] [Supplementary-material pone.0000525.s004] [Supplementary-material pone.0000525.s005] [Supplementary-material pone.0000525.s006] [Supplementary-material pone.0000525.s007] [Supplementary-material pone.0000525.s008] S8. A gene such as *CEBPG* is among those that are differentially expressed in both the utricle laser and neomycin time courses (Supplementary Tables S1, S2, S3 and S4). However, in the Venn diagrams this gene is scored as being detectably expressed at all time points (albeit at different levels between them). In Figure 4A it therefore falls among the 367 genes that are commonly present in all time-ponts in the neomycin Venn diagram and the 535 common genes in the laser Venn diagram (Figure 4A). Within these two sets of common genes (that are apparently on in either the neomycin or laser time courses) there are 256 that are shared (Supplemental Tables S20 and S21). These comprise a core group of expressed TF genes for the sensory epithelium of the utricle, irrespective of time point or treatment. Likewise, the cochlea has a core group of 346 TF genes that are common to both time courses at all time points. There are also a group of 134 genes that are detectably expressed at all times in all four time courses. Additionally, the Venn diagrams identify many genes “uniquely” detectable at individual time points. In some cases these may overlap with those scored as being differentially expressed, or they may only just exceed the background threshold level at those particular time points. This analysis also indicates that the largest number of detectably expressed genes occurs at 0 and 48 hr in the Neomycin time course and at the 1 hr time point in the laser time course. 

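A gene was taken as detectably expressed at a time point when its signal, the geometric mean of both channels before background correction, was at least 1000 in at least 80% of the arrays. For the cochlear laser time course this gave 455 of 1507 genes at 30 min, 1379 at 1 hr, 1277 at 2 hrs and 830 at 3 hrs. All 4 time points shared 423 genes, and 1402 genes were detectable at 1 time point or more. At 1 hr alone, 102 genes were detectable, against 0 at 30 min, 21 at 2 hrs and 1 at 3 hrs. The threshold let control probes through unevenly. Of 19 probes with no homolog in the chicken, 0 had a mean signal of at least 1000 at 30 min, 18 at 1 hr, 19 at 2 hrs and 6 at 3 hrs. The arrays also differed in brightness (as the median spot signals show), and the order of the time points followed it. With every array scaled to the same median signal, a setting chosen after seeing the data, 1068, 1194, 1239 and 1309 genes were detectable at 30 min, 1 hr, 2 hrs and 3 hrs. With the 95th percentile of the control spots of each array as the threshold, set before the data were examined, there were 111, 191, 128 and 136, so that 1 hr still had the most. Without 1 hr replicate 1, it had 1146 as scanned, fewer than 2 hrs (1277). No test was run on these counts, which have 2 biological replicates behind each time point.

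**Figure D2:**
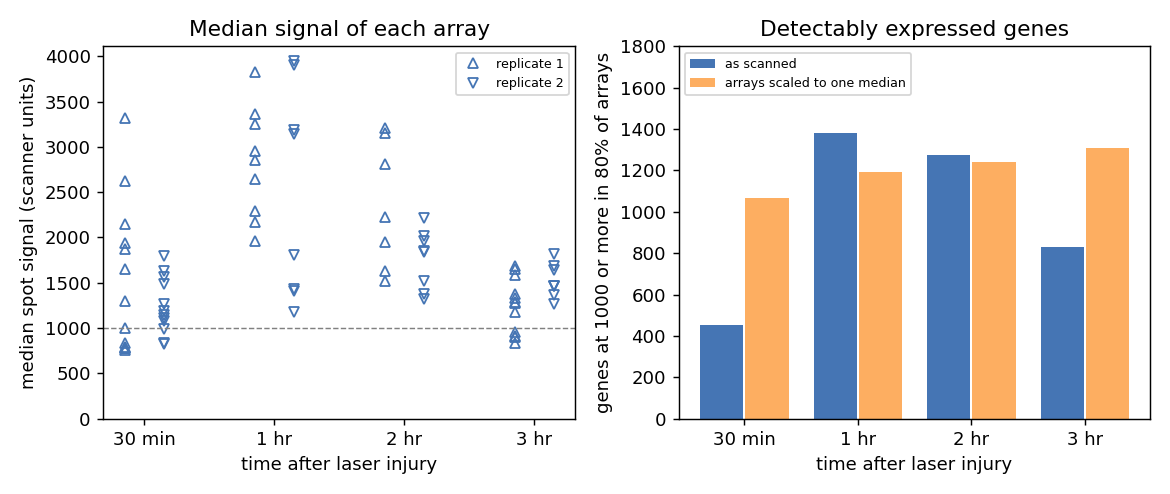
Median spot signal of each array in scanner units by time point and biological replicate (left, dashed line at the threshold of 1000), and the number of detectably expressed genes (right) as scanned and with all arrays scaled to 1 median. The 1 hr time point has the most genes as scanned (1379), and the 3 hr time point has the most after scaling (1309).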

A complete listing of the gene overlaps summarized in Figures 4A and 4B is provided in Supplemental Tables S20 and S21.

**Figure 4:**
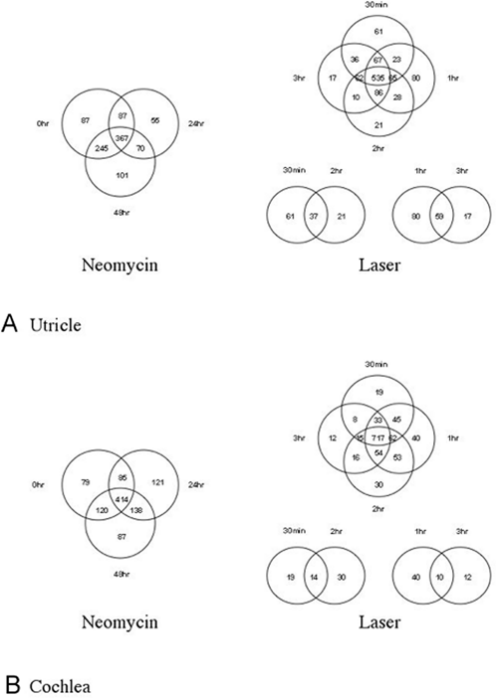
Detectably expressed TFs in the four treatment/time course combinations. All TFs that were present (as judged by exceeding a background intensity level) at any stage were considered in this analysis, irrespective of differential expression at any time point. Overlaps between these sets of TFs are illustrated in these Venn diagrams. Figure 4A shows overlaps for the utricle time points and treatments. Figure 4B shows overlaps for the cochlea time points and treatments. For a detailed listing of all of the genes in these diagrams see Supplementary Tables S20 and S21.

## Discussion

In this study we report the first large-scale analysis of changes in gene expression during the process of avian hair cell regeneration. We have detected the signatures of seven known signaling pathways in our data, and changes in expression levels of genes common to particular time courses and treatments. 

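With the arrays turned, changes on the cochlear laser arrays were small. The median size of the log2 ratio over 1503 genes was 0.073 at 30 min, 0.051 at 1 hr, 0.078 at 2 hrs and 0.056 at 3 hrs. Whatever the p-value, 57, 6, 65 and 25 genes were over 1.2-fold at these time points, and 130 at 1 time point or more. Only 2 genes were over 1.5-fold (*EGR1* at 30 min and *PRDM13* at 3 hrs) and 0 were over 2-fold. When no array was turned, a setting chosen after seeing the data, 666 genes were over 1.2-fold at 1 time point or more, 60 over 1.5-fold and 9 over 2-fold, and the median size was 0.12, 0.13, 0.15 and 0.12 at the 4 time points. By the dye labels, these are sizes of the difference between the dyes. The median residual standard deviation between biological replicates was 0.116, which is larger than the median change. Both replicates had the same sign in 56.5% of genes at 30 min, 51.8% at 1 hr, 52.4% at 2 hrs and 50.4% at 3 hrs, where 50% is expected by chance. In data simulated for the 3 hr comparison with 1503 genes, of which 200 were changed, 28.3% of 1.3-fold, 48.6% of 1.5-fold and 72.9% of 2-fold changes were recovered. The simulated dye swap was correct and each gene had the same dye effect on every array, so that it cancelled between orientations. In the real data the orientations of most replicates stayed opposed after the other time points were subtracted. The shares also depend on the number of changed genes, and may be too high for the real data. The estimated log2 ratios there had a slope of 0.656 on the true ones, and of 0.912 over the genes above the median signal.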

In general, we observed modest fold-changes in TF gene expression across all of the time courses and treatments. This is not unexpected for this class of genes, even when the array platform is within a species (rather than the type of cross-species platform used in this study). For example, in a recent study of gene expression changes of ∼25,000 genes in mouse organogenesis (from embryonic day 8.0 to postnatal day 1 [48]), a total of 160 TF genes changed by >1.2-fold in their expression level. In that particular study, the average TF change was 1.63-fold and the range was from a 3.66-fold down-regulation to a 3.63-fold up-regulation. This is remarkably similar to our observations in the current report and it presumably reflects the fact that small changes in these potent transcriptional regulators can have large downstream effects. One should also consider that some TFs are constitutively expressed and their activation is mediated by other events, such as phosphorylation (reviewed in [49]). In that regard, it is interesting to note that in our experiments we also detected changes in the expression levels of many of these genes whose protein products are regulated by phosphorylation events. For example, *JUND, CEBPG* and *CEBPB* are known to be activated by phosphorylation [49], [50] and yet we observed clear and reproducible changes in transcript levels for many of these types of TF genes.

Most of the changes we observed have not yet been linked into known networks or pathways. These genes should provide a rich future source of clues into the genetic programming of avian hair cell regeneration and SE development in general. Our descriptions of pathways and trends presented here is just the beginning of a systems biology approach to this important process. Within our data set there are numerous examples of individual, differentially expressed genes that have not previously been implicated in inner ear development or differentiation. For example, the *FOXP1* gene has previously been implicated in cardiac development [51] but from our data appears to be rapidly up-regulated early in the utricle laser time courses (see Supplementary Tables S3 and S4). We have recently confirmed that this gene is also differentially expressed during embryonic development of the mouse vestibular organs that give rise to these SE (Sajan, Warchol and Lovett in preparation).

There are also changes in particular classes of genes that may reflect underlying important pathways. One such example is the change in expression of the Polycomb complex genes *EZH1*, *EZH2* (enhancer of zeste 1 and 2) *CBX1, CBX3, CBX4, CBX6,* and *CBX8* (chromobox genes) that occur in the regenerative time courses in both the cochlea and utricle SE (Supplementary Table S1, S2, S3, S4, S5, S6, S7 and S8). These genes are especially noteworthy because of their roles in controlling cell fate decisions [52] and in preventing stem cell exhaustion [53] via epigenetic mechanisms [54]–[56].

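*EZH1*, *EZH2*, *CBX1*, *CBX3*, *CBX6* and *CBX8* were followed on the cochlear laser arrays. Their 24 log2 ratios over the 4 time points lay between −0.12 (*CBX3* at 2 hrs) and 0.16 (*EZH1* at 30 min). In limma 0 of 24 had an unadjusted p under 0.05, and the smallest was 0.111 for *EZH1* at 30 min (standard error 0.093). Adjusted over these genes alone, the smallest p was 0.986. At 2 hrs 5 of the 6 genes were below 0 (median −0.090) and at 3 hrs 5 of 6 were above it (median 0.034). Without any turning of arrays, the 24 ratios ran from −0.78 to 0.51, and 7 had an unadjusted and 4 an adjusted p under 0.05.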

A more global method for interrogating the data presented in this report is to make use of web-delivered tools to discover possible networks or canonical pathways. Ingenuity Pathways Analysis (IPA; Ingenuity® Systems, www.ingenuity.com) is one such set of tools. We uploaded the specific sets of shared genes (fold-changes and p-values) listed in Supplementary Tables S1, S2, S3, S4, S5, S6, S7 and S8 into the IPA application. These genes were then used to generate biological networks developed form information contained in the Ingenuity Pathways Knowledge Base (IPKB). All connections within the IPKB are supported by at least one reference from the literature (see www.ingenuity.com). IPA also computed a p-value for each generated network derived from a right-tailed Fisher's exact test, which indicates the probability that the focus genes in a network are found together because of chance alone. A complete description of all of these networks is beyond the scope of the current study. However, it is interesting to note that one of the highest scoring networks (p-value of 2.4×10^−6^) shared between both the cochlea and utricle regenerating SE, involves multiple components of estrogen receptor (ER) signaling. Figure 5A shows an IPA network of these various ER components (analyzed separately from other differentially expressed genes). Previous studies have commented on the presence of estrogen receptor in the developing mammalian inner ear [57], but it is not clear what endogenous ligand(s) might activate this pathway or whether this acts via the ligand-independent route [58]. It is known that ligand–independent activation of ER can be achieved by ER phosphorylation mediated by various signaling pathways[59].

**Figure 5:**
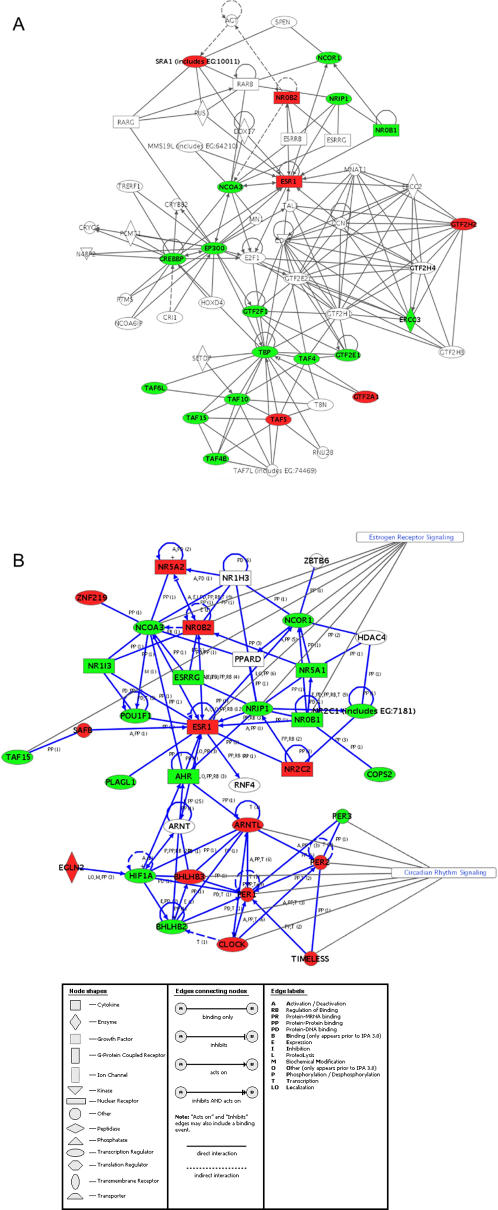
Two examples of Ingenuity gene networks constructed from cochlear differentially expressed genes. Genes that showed differential expression in both the laser and neomycin cochlear time courses (listed in Supplementary Tables S6 and S8) were uploaded to the web-based Ingenuity program (Ingenuity® Systems, www.ingenuity.com) and the network of interactions shown here was generated. Each interaction is shown according to the following legend and is supported by at least one literature citation (available from the Ingenuity website). Figure 5A shows the network of interactions for genes specifically identified within the cochlear neomycin time course as being part of Estrogen receptor signaling. Figure 5B shows the network of interactions surrounding Circadian rhythm signaling and was generated by uploading all of the cochlear differentially expressed genes (rather than a subset as in 5A). Red denotes up-regulation and green down-regulation in at least one time point. Genes shown in bold with no shading vary across a time course (e.g. *GTF2H4* in Figure 5A was up-regulated at 24 hrs and down-regulated at 48 hrs). All other genes were either not represented on the microarray or were not significantly differentially expressed. A key to additional Ingenuity labels is listed below.

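The circadian genes *BHLHB3*, *PER1*, *CREB1*, *PER2*, *TIMELESS* and *CLOCK* have 24 log2 ratios over the 4 cochlear laser time points. *CREB1* at 30 min stood out at 0.502 (standard error 0.0957, unadjusted p of 0.000146, adjusted p = 0.0733 from limma). Adjusted over the list alone, its p was 0.00351 and it was the 1 ratio of 24 under 0.05. It was at 0.412 where the laser RNA was in Cy3 and at 0.593 where it was in Cy5, and without 1 replicate of the time point it was at 0.371 or 0.634. Its adjusted p ran from 0.000701 to 0.817 over the alternatives that were set before the data were examined and keep every replicate, and was 0.996 for *CREB1* at 30 min without 30 min replicate 1. *CREB1* at 3 hrs was at 0.246 (unadjusted p of 0.0229), and the other 22 ratios, from −0.12 to 0.16, had no unadjusted p under 0.05. As a set at 30 min, the 6 genes had an adjusted p of 0.0812 in camera, 0.571 in fry and 0.905 with an estimated correlation. With no array turned, *CREB1* was at 0.0909 at 30 min, and 3 of the 24 ratios had an adjusted p under 0.05 in limma. These were *BHLHB3* (0.44) and *CLOCK* (−0.54) at 30 min and *PER2* (0.348) at 3 hrs.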

An additional example of IPA network building involves the significant enrichment (p-value of 5×10^−7^) in the cochlear regenerating epithelia for genes involved in regulation of circadian rhythm (e.g. *BHLHB3, PER1, CREB1, PER2, TIMELESS, CLOCK*). This network has not previously been implicated in sensory epithelia regeneration or differentiation. These genes are classically thought of as regulating 24 hour periodicities in gene expression (reviewed in [60]) although they may play roles in other processes, such as genotoxic stress [61]. Figure 5B shows an IPA network for the cochlear differentially expressed genes (in this case, from an analysis of all differentially expressed cochlear genes). This indicates that both circadian rhythm and estrogen receptor signaling may converge within this network. It is also interesting to note that the circadian rhythm pathway may interact with the aforementioned Polycomb complex *via EZH2* activity, since the mammalian *EZH2* gene product binds to the *PER1* and *PER2* promoters [62] .

These examples serve to illustrate some of the routes that these data now open up for the further understanding of this complex network of interactions. Together these changes in gene expression lead to the proliferation of supporting cells and the eventual repopulation of the inner ear hair cells. However, unraveling which of these candidate genes are necessary and sufficient for the process will require more direct tests of their effects; such as RNAi treatments, gene knock-out and gene knock-in technologies in both the avian and the mammalian inner ear.

## Material and Methods

### Culture of sensory organs and isolated sensory epithelia

White Leghorn chicks (10–21 days post hatch) were euthanized by CO_2_ asphyxiation and decapitated. Cochlea and utricles were isolated as described previously [15]. Detailed methods for the preparation of organ cultures and cultures of isolated SE have also been reported previously (cochlea: [63]; utricle: [18]; isolated epithelia: [17]).

### Ototoxic hair cell injury

Cochleae and utricles were placed in small culture wells (Mat-Tek; 1 cm diameter; 1 specimen/well) that contained 100 µm of Medium-199 (with Earles salts, 25 mM HEPES; 2,200 mg/L sodium bicarbonate, and 0.69 mM l-glutamine; Invitrogen), supplemented with 10% fetal bovine serum (FBS; Invitrogen). Half of the specimens also received 1 mM neomycin sulfate (Sigma), in order to lesion sensory hair cells [2], [18]. Other specimens were cultured under identical conditions, expect that they did not receive neomycin; these served as time-matched controls. Utricles and cochleae were maintained under these conditions for 24 hours. At this point, some specimens were harvested as described below; these formed the 0 hr recovery group. Other specimens were rinsed 3× with fresh Medium-199/10%FBS and maintained in culture for an additional 24 or 48 hr. After appropriate survival times, specimens were rinsed with fresh Medium-199 and incubated for 60 min in 500 µg/ml thermolysin (Sigma; prepared in Medium-199), at 37°C. The sensory organs were then transferred to chilled Medium-199 and the sensory epithelia (consisting of sheets of hair cells and supporting cells) were separated from the associated stromal tissue using a 27-gauge needle. Isolated epithelia were dissolved in 100 µl Trizol and stored at −80°C until further processing. Each biological sample consisted of four neomycin-treated and four time-matched control epithelia at each survival time.

### Laser microbeam ablations

SE from the cochlea or utricle were isolated using thermolysin [17], cut into small pieces, and grown for 7–10 days on fibronectin-coated wells (Mat-Tek) that contained 50 µl Medium-199/10%FBS. Initial immunocytochemical studies confirmed the purity of the epithelial cultures. Cell-cell junctions in the sensory epithelia of the avian cochlea and utricle are mediated by the adhesion molecule N-cadherin, while junctions between cells from the surrounding nonsensory tissue are mediated by E-cadherin [17], [64], [65]. Incubation of epithelial cultures with an antibody directed against chick N-cadherin (NCD-2; Zymed) resulted in strong immunoreactivity at nearly all cell-cell junctions (Supplementary Figure S1). This result (which is consistent with previous findings [17]) indicates that the cultures are almost entirely comprised of cells from the sensory epithelia and contain very few extrasensory cells.

Once the cultures were semi-confluent, they were lesioned via laser microsurgery [63]. Individual cultures were placed on the stage of an inverted microscope (Zeiss Axiovert 135) that was equipped with a pulsed laser microbeam device (Photonics Instruments). The beam was focused through a 100× objective lens at a place that was coincident with the cultured cells and the pulse controller was adjusted to run at ∼10 pulses/sec. The specimen was then moved slowly through the beam path, using the microscope stage manipulators, resulting in the creation of a linear ‘wound’ in the confluent epithelium. Typically, 2–3 wounds were made in each culture, separated by 100–200 µm. Unlesioned (control) cultures were also removed from the incubator and were placed on the side of the microscope stage during the lesioning of their time-matched counterparts. The lesioned and unlesioned cultures were then returned to the incubator and maintained for an additional 30 min, 1 hr, 2 hr, or 3 hr. Four individual lesioned and unlesioned specimens constituted one biological sample at each of the four recovery times. RNA from the cultures was obtained by addition of 100 µl of Trizol (Invitrogen) to each well. Samples were then stored at −80°C until further processing.

### cDNA amplification

Isolation of RNA, cDNA synthesis and amplification were carried out as previously described [15] with the following modifications: following the second round of amplification and Sephadex G50 minicolumn purification, cDNA was added to an *in vitro* transcription kit (Megascript T7 high yield kit, Ambion) as per the manufacturers instructions. Run-off RNAs were LiCl precipitated, washed with 75% ethanol, dried and resuspended in water at a concentration of 0.5–1 µg/µl. The overall yield and quality of run-off products were assessed by gel electrophoresis.

### Target labeling and microarray hybridizations

Run-off RNAs from each sample were used as templates in an oligo dT_12–15_ primed cDNA synthesis reaction that included amino-allyl dUTP (Sigma, 0.2 mM). The cDNA was then either coupled to Cy3 or Cy5 mono ester dyes (Amersham Pharmacia). Labeled cDNA populations were precipitated and resuspended in 20 µl hybridization buffer (50% formamide, 6× SSPE, 5× Denhart's, 0.5% SDS. 10% dextran sulfate). Microarray slides were hybridized at 37°C for 12 h and were washed as described in [15].

### Microarray Design

The microarrray employed in this study consisted of 50 mer oligonucleotides designed to the vast majority of human transcription factor genes (Messina et al 2004). These probes were designed from coding regions and have previously been shown to accurately report on the majority of chicken TFs when used under appropriate hybridization conditions [15]. The array also contained probes for a limited number of non-TFs (for example, sonic hedgehog [SHH]). Oligonucleotides were spotted in duplicate on glass slides. The array also contained a number of control 50 mers that have no homolog in the human (or chicken) genome. These were used to measure array sensitivity and to assess background correction levels.

At least two biological samples (and frequently three or more) were analyzed per time point, treatment and tissue. For every time point to control comparison we conducted at least four separate microarray hybridizations (two comparisons and two dye switches). We also compared each experimental time point to the next experimental time point and control time points to adjacent control time point hybridizations. A total of 226 array comparisons were conducted for this study. These data are available through http://www.ncbi.nlm.nih.gov/geo/with accession numbers GPL4384, GSE5991, GSE6050, GSE6051 and GSE6052. These data comply with the “minimum information about a microarray experiment” (MIAME) requirements.

### Data Analysis

Microarray images were analyzed with the BioDiscovery Imagene software package. The Cy3 and Cy5 images were computationally overlaid, aligned and gridded. The intensity of each spot was then measured by laser scanning. The raw intensity files generated by Imagene were analyzed by MIDAS2.17 and TMEV2.2 programs of TIGR software (http://www.tigr.org) and GeneCluster 2.0 (http://www.broad.mit.edu/cancer/software/genecluster2/gc2.html). Together, these provide functions for normalizing and analyzing the data. Data were normalized by implementing locally weighted linear regression (LOWESS). After data adjustment, Hierarchical Clustering (HCL) of the data was performed using TIGR TMEV. HCL was implemented to filter out poor hybridizations. Low intensity filtering was performed to exclude genes with intensities lower than the specified thresholds. An arbitrary cut off (usually in the range of 800–1200) was chosen based on the control spot intensities (see Microarray design above). This value was also based on the distribution of intensity values of the array. Approximately 10–20% of the genes were removed in this way. We next selected genes that followed the same trend in at least 80% of the replicated hybridizations. The average fold change was then calculated by averaging the values across the replicate hybridizations. Since the genes identified by these methods (as being differentially expressed) did not necessarily have expression ratios at all the time points (some were filtered out at one stage, but were retained at another) we manually extracted the adjusted intensity values at these time points and calculated the ratios from the corresponding hybridization data. Such “filled-in” expression ratios allowed us to analyze the expression of all the selected genes across the entire time course for a particular treatment. P-values were calculated by conducting a one sample t-test on the adjusted intensity data of the entire array of selected hybridizations at each time point.

### Quantitative PCR (qPCR)

Validation of microarray fold changes was assessed by qPCR as previously described [15] using a Stratagene MX3000P machine. cGAPDH was used as a control gene to calculate ΔCt in order to normalize data. Normalized values were used to calculate ΔCt to determine fold changes.

## Supporting Information

Figure S1 Immunoreactivity for N-cadherin in cultures of isolated epithelial cells from the chick cochlea (A) and utricle (B). Epithelial cultures were maintained in vitro for seven days, at which time the specimens were fixed and processed for immunocytochemical localization of N-cadherin. Labeling for N-cadherin (green) was observed at nearly all cell-cell junctions, confirming that the cultured cells originated from the sensory epithelia of the cochlea or utricle (see text). Cell nuclei were also labeled with DAPI (blue). Scale bar = 20 µm.
(2.52 MB DOC) Click here for additional data file.

Table S1 Utricle Neomycin Differentially Expressed Genes (194 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of p-value. For p-value filtered data see Table S2.
(0.21 MB DOC) Click here for additional data file.

Table S2 Utricle Neomycin Differential Expression>1.2-fold and P< = 0.05
(0.06 MB PDF) Click here for additional data file.

Table S3 Utricle Laser Differentially Expressed Genes (261 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. For p-value filtered data see Table S4.
(0.36 MB DOC) Click here for additional data file.

Table S4 Utricle Laser Differential Expression>1.2-fold and P< = 0.05
(0.05 MB PDF) Click here for additional data file.

Table S5 Cochlea Neomycin Differentially Expressed Genes (533 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. For p-value filtered data see Table S6
(0.71 MB DOC) Click here for additional data file.

Table S6 Cochlea Neomycin Differential Expression>1.2-fold and P< = 0.05
(0.10 MB PDF) Click here for additional data file.

Table S7 Cochlea Laser Differentially Expressed Genes (386 genes total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. 

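Table S7 gives a fold change and a p-value at each of the 4 time points for 386 genes, of which 383 were found by name on the array. Here 47 of them were over 1.2-fold at 1 time point or more. The median size of the log2 ratio over these genes and time points was 0.176 in the paper's table and 0.067 here. Across these genes, which are not independent replicates, the log2 fold changes of the paper's table and those here correlated with an r of 0.233 at 30 min, 0.499 at 1 hr, 0.358 at 2 hrs and 0.634 at 3 hrs (Spearman's rho 0.232, 0.508, 0.352 and 0.554). For single replicates (1 and 2), r was −0.119 and 0.543 at 30 min, 0.127 and 0.532 at 1 hr, 0.265 and 0.248 at 2 hrs, and 0.303 and 0.592 at 3 hrs. The same sign was found for 60.3%, 69.2%, 63.7% and 71.0% of the genes, and when no array was turned for 45.7%, 42.0%, 34.7% and 79.4%. The correlation depended on the dye orientation. With the laser RNA in Cy3 it was 0.32, 0.43, 0.38 and −0.43, and with the laser RNA in Cy5 it was −0.07, −0.12, −0.10 and 0.83. When no array was turned, it was −0.22, −0.32, −0.29 and 0.72. From the authors' uncorrected log2 ratios, turned to the same direction, it was 0.142, 0.464, 0.0149 and 0.691.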

For p-value filtered data see Table S8.
(0.53 MB DOC) Click here for additional data file.

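The genes that pass both thresholds of the study can be counted in Table S7, where they number 97 at 30 min, 27 at 1 hr, 26 at 2 hrs and 80 at 3 hrs, and 201 at 1 time point or more, by the paper's values. Of these calls 96, 27, 26 and 76 were tested here. At an unadjusted p under 0.05 and over 1.2-fold in limma, 6, 0, 2 and 12 of them passed, and 19 genes passed at 1 time point or more. After adjustment over all genes 0 did. Without any turning of arrays, 14, 6, 3 and 34 of the calls passed at the study's threshold. The log2 ratio here had the sign of the paper's call for 71 of 96 genes at 30 min (74.0%), 25 of 27 at 1 hr (92.6%), 21 of 26 at 2 hrs (80.8%) and 66 of 76 at 3 hrs (86.8%). As Cy5 over Cy3 throughout, it had that sign for 48, 9, 9 and 68 of these genes (50.0%, 33.3%, 34.6% and 89.5%). The calls come from these arrays, so that their sign is not independent evidence.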

Table S8 Cochlea Laser Differential Expression>1.2-fold and P< = 0.05
(0.07 MB PDF) Click here for additional data file.

Table S9 A listing of genes that exhibit similar patterns of expression across the four timecourses. utr-neo = utricle neomycin timecourse , coch-lsr = cochlea laser timecourse and so on. 1 = up-regulation, 0 = no change and −1 = down-regulation relative to untreated controls.
(0.04 MB PDF) Click here for additional data file.

Table S10 Transforming Growth Factor-Beta Signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.03 MB DOC) Click here for additional data file.

Table S11 The PAX-EYA-SIX pathway. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.03 MB DOC) Click here for additional data file.

Table S12 Notch signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.02 MB DOC) Click here for additional data file.

Table S13 WNT signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.03 MB DOC) Click here for additional data file.

Table S14 NFKappaB. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.02 MB DOC) Click here for additional data file.

Table S15 Insulin/IGF signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.02 MB DOC) Click here for additional data file.

Table S16 AP-1 Signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.03 MB DOC) Click here for additional data file.

Table S17 Cell Cycle/Apoptosis. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse.
(0.03 MB DOC) Click here for additional data file.

Table S18 Utricle Self Organizing Map Centroid Groups shown in Figure 3A.
(0.03 MB DOC) Click here for additional data file.

Table S19 Cochlea Self Organizing Map Centroid Groups shown in Figure 3B.
(0.04 MB DOC) Click here for additional data file.

Table S20 Utricle Detectably Expressed Genes
(0.23 MB DOC) Click here for additional data file.

Table S21 Cochlea Detectably Expressed Genes
(0.23 MB DOC) Click here for additional data file.

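The laser part of Table S21 lists the genes that the paper scored as detectably expressed at each time point after laser injury in the cochlea. Its list for all 4 time points has 717 names, of which 712 were found on the array. Of these 323 reached a signal of 1000 in 80% of the arrays at all 4 time points here. The headings of the paper's table give 913, 1014, 961 and 865 genes at 30 min, 1 hr, 2 hrs and 3 hrs, and the lists under them hold 913, 1010, 957 and 865 names. The paper's level came from the intensity of control probes. Among the names for all 4 time points, 2 are names of control probes with no homolog.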

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S1 — Utricle Neomycin Differentially Expressed Genes (194 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of p-value. For p-value filtered data see Table S2. (0.21 MB DOC)

Supplemental Table S1.

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S2 — Utricle Neomycin Differential Expression>1.2-fold and P< = 0.05 (0.06 MB PDF)

Supplemental Table S2

|         |       |       |       |       |       |       |       |         |                                                                                  |
|---------|-------|-------|-------|-------|-------|-------|-------|---------|----------------------------------------------------------------------------------|
| RNF15   | 10475 | 0.934 | 0.323 | 1.104 | 0.31  | 0.81  | 0.015 | TRIM38  | Tripartite motif-containing 38                                                   |
| SAP30   | 8819  | 1.203 | 0.03  | 0.843 | 0.268 | 0.985 | 0.703 | SAP30   | Sin3A-associated protein, 30kDa                                                  |
| SIX3    | 6496  | 0.753 | 0.003 | 0.934 | 0.401 | 0.95  | 0.547 | SIX3    | sine oculis homeobox homolog 3 (Drosophila)                                      |
| SIX6    | 4990  | 1.263 | 0.01  | 1.006 | 0.881 | 1.015 | 0.783 | SIX6    | sine oculis homeobox homolog 6 (Drosophila)                                      |
| SMARCB1 | 6598  | 0.825 | 0.036 | 1.01  | 0.789 | 0.814 | 0.183 | SMARCB1 | SWI/SNF related, matrix associated, actin dependent regulator of chromatin       |
| SOX14   | 8403  | 0.826 | 0.031 | 0.833 | 0.085 | 1.185 | 0.067 | SOX14   | SRY (sex determining region Y)-box 14                                            |
| SREBF1  | 6720  | 0.825 | 0.079 | 1.045 | 0.479 | 0.834 | 0.014 | SREBF1  | sterol regulatory element binding transcription factor 1                         |
| SSX4    | 10214 | 1.106 | 0.075 | 1.085 | 0.381 | 1.417 | 0.022 | SSX2    | synovial sarcoma, X breakpoint 2 /// synovial sarcoma, X breakpoint 4 ///        |
| STAT3   | 6774  | 0.802 | 0.034 | 1.254 | 0.121 | 0.885 | 0.009 | STAT3   | signal transducer and activator of transcription 3 (acute-phase response factor) |
| TAF-172 | 9044  | 0.871 | 0.314 | 1.048 | 0.712 | 0.784 | 0.007 | BTAF1   | BTAF1 RNA polymerase II, B-TFIID transcription factor-associated, 170kDa         |
| TAF1B   | 9014  | 0.744 | 0.026 | 1.013 | 0.921 | 0.948 | 0.568 | TAF1B   | TATA box binding protein (TBP)-associated factor, RNA polymerase I, B, 6         |
| TAF1C   | 9013  | 0.991 | 0.918 | 1.062 | 0.466 | 0.829 | 0.015 | TAF1C   | TATA box binding protein (TBP)-associated factor, RNA polymerase I, C, 1         |
| TAF2H   | 6881  | 0.802 | 0.097 | 1.062 | 0.611 | 0.659 | 0.019 | TAF10   | TAF10 RNA polymerase II, TATA box binding protein (TBP)-associated factor        |
| TAF2I   | 6882  | 0.796 | 0.025 | 1.024 | 0.702 | 0.871 | 0.062 | TAF11   | TAF11 RNA polymerase II, TATA box binding protein (TBP)-associated factor        |
| TAF2K   | 6884  | 0.81  | 0.007 | 1.007 | 0.946 | 0.955 | 0.656 | TAF13   | TAF13 RNA polymerase II, TATA box binding protein (TBP)-associated factor        |
| TBX15   | 6913  | 1.423 | 0.008 | 1.277 | 0.106 | 1.2   | 0.029 | TBX15   | T-box 15                                                                         |
| TCF21   | 6943  | 0.702 | 0.016 | 1.042 | 0.46  | 0.83  | 0.003 | TCF21   | transcription factor 21                                                          |
| TCF8    | 6935  | 0.943 | 0.296 | 0.734 | 0.091 | 0.754 | 0.005 | TCF8    | transcription factor 8 (represses interleukin 2 expression)                      |
| TGFB111 | 7041  | 1.013 | 0.794 | 0.83  | 0.042 | 0.927 | 0.466 | TGFB111 | transforming growth factor beta 1 induced transcript 1                           |
| TITF1   | 7080  | 0.984 | 0.867 | 0.815 | 0.028 | 1.129 | 0.416 | TITF1   | thyroid transcription factor 1                                                   |
| TNRC12  | 57634 | 0.991 | 0.802 | 0.699 | 0.014 | 0.96  | 0.538 | EP400   | E1A binding protein p400                                                         |
| TRIP15  | 9318  | 0.799 | 0.013 | 0.976 | 0.589 | 1.41  | 0.141 | COPS2   | COP9 constitutive photomorphogenic homolog subunit 2 (Arabidopsis)               |
| WHSC1   | 7468  | 1.248 | 0.065 | 1.054 | 0.41  | 1.221 | 0.049 | WHSC1   | Wolf-Hirschhorn syndrome candidate 1                                             |
| ZF5128  | 25799 | 1.004 | 0.968 | 1.054 | 0.406 | 1.238 | 0.021 | ZNF324  | Zinc finger protein 324                                                          |
| ZNF10   | 7556  | 1.626 | 0.01  | 1.297 | 0.259 | 0.997 | 0.951 | ZNF10   | zinc finger protein 10                                                           |
| ZNF174  | 7727  | 1.357 | 0.104 | 0.907 | 0.385 | 1.503 | 0.022 | ZNF174  | zinc finger protein 174                                                          |
| ZNF20   | 7568  | 1.239 | 0.013 | 0.952 | 0.399 | 1.131 | 0.009 | ZNF20   | zinc finger protein 20                                                           |
| ZNF212  | 7988  | 1.312 | 0.008 | 1.08  | 0.175 | 0.857 | 0.38  | ZNF212  | zinc finger protein 212                                                          |
| ZNF274  | 10782 | 0.797 | 0.372 | 0.818 | 0.045 | 0.849 | 0.048 | ZNF274  | zinc finger protein 274                                                          |
| ZNF281  | 23528 | 1.314 | 0.006 | 1.092 | 0.081 | 1.014 | 0.628 | ZNF281  | zinc finger protein 281                                                          |
| ZNF286  | 57335 | 1.058 | 0.28  | 1.16  | 0.119 | 1.495 | 0.026 | ZNF286  | zinc finger protein 286                                                          |
| ZNF288  | 26137 | 0.795 | 0.026 | 0.889 | 0.154 | 1.197 | 0.031 | ZBTB20  | Zinc finger and BTB domain containing 20                                         |
| ZNF7    | 7553  | 0.823 | 0.02  | 0.902 | 0.18  | 1.198 | 0.369 | ZNF7    | zinc finger protein 7                                                            |
| ZNF76   | 7629  | 0.913 | 0.206 | 0.813 | 0.022 | 1.07  | 0.467 | ZNF76   | zinc finger protein 76 (expressed in testis)                                     |
| ZNF79   | 7633  | 1.359 | 0.035 | 1.06  | 0.321 | 1.549 | 0.003 | ZNF79   | zinc finger protein 79                                                           |
| ZNF90   | 7643  | 1.451 | 0.034 | 1.127 | 0.039 | 1.157 | 0.21  | ZNF90   | zinc finger protein 90                                                           |
| ZNF93   | 81931 | 1.31  | 0.029 | 1.2   | 0.041 | 1.346 | 0.002 | ZNF93   | Zinc finger protein 93                                                           |

g kinase)

domain, 1

rtation group 6

tion factor)

hila); translocated to, 6

elium-specific Ets transcription

itin, subfamily b, member 1

/ synovial sarcoma, X breakpo  
factor)

3a (Mot1 homolog, S. cerevisia

53kDa

110kDa

:tor, 30kDa

:tor, 28kDa

:tor, 18kDa

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S3 — Utricle Laser Differentially Expressed Genes (261 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. For p-value filtered data see Table S4. (0.36 MB DOC)

Supplemental Table S3.

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S4 — Utricle Laser Differential Expression>1.2-fold and P< = 0.05 (0.05 MB PDF)

Supplemental Table S4

| Gene ID  | 30min    |             |         | 1hr         |         | 2hr         |         | 3hr         |          | Updated sym | Updated description                             |
|----------|----------|-------------|---------|-------------|---------|-------------|---------|-------------|----------|-------------|-------------------------------------------------|
|          | Entrez   | Fold change | P-value | Fold Change | P-value | Fold Change | P-value | Fold Change | P-value  |             |                                                 |
| MORF     | 23522    | 0.992       | 0.873   | 1.091       | 0.007   | 1.22        | 0.114   | 1.253       | 0.051    | MYST4       | MYST histone acetyltransferase (monocytic k     |
| FLJ13222 | 60685    | 1.01        | 0.011   | 1           | 0.092   | 1.205       | 0.246   | 1.251       | 0.003    | ZFAND3      | Zinc finger, AN1-type domain 3                  |
| RFP      | 5987     | 1.148       | 0.201   | 0.859       | 0.102   | 1.038       | 0.421   | 1.269       | 0.015    | TRIM27      | Tripartite motif-containing 27                  |
| LOC92283 | 92283    | 1.114       | 0.594   | 0.924       | 0.133   | 0.939       | 0.586   | 1.237       | 0.004    | ZNF461      | Zinc finger protein 461                         |
| GIOT-2   | 51710    | 1.205       | 0.765   | 1.117       | 0.213   | 0.738       | 0.114   | 1.204       | 0.051    | ZNF44       | Zinc finger protein 44                          |
| KIAA0395 | 23051    | 0.953       | 0.037   | 1.066       | 0.246   | 1.106       | 0.344   | 1.225       | 0.032    | ZHX3        | Zinc fingers and homeoboxes 3                   |
| JUND     | 3727     | 0.997       | 0.962   | 1.446       | 0.295   | 0.98        | 0.223   | 1.654       | 0.019    | JUND        | jun D proto-oncogene                            |
| PHAP1    | 8125     | 0.956       | 0.365   | 0.878       | 0.301   | 1.196       | 0.382   | 1.335       | 0.009    | ANP32A      | Acidic (leucine-rich) nuclear phosphoprotein    |
| KIAA0173 | 9654     | 1.003       | 0.845   | 1.329       | 0.432   | 0.635       | 0.705   | 1.511       | 3.33E-04 | TTLL4       | Tubulin tyrosine ligase-like family, member 4   |
| HNF3B    | 3170     | 1.036       | 0.124   | 1.19        | 0.453   | 0.978       | 0.03    | 1.203       | 0.002    | FOXA2       | Forkhead box A2                                 |
| KIAA0669 | 9819     | 1.042       | 0.962   | 1.179       | 0.812   | 0.907       | 0.134   | 1.23        | 0.008    | TSC22D2     | TSC22 domain family, member 2                   |
| FLJ11186 | 55320    | 0.9         | 0.136   | 0.713       | 0.294   | 1.491       | 0.345   | 1.193       | 0.007    | C14orf106   | Chromosome 14 open reading frame 106            |
| HES7     | 84667    | 0.899       | 0.012   | 1.439       | 0.752   | 1.056       | 0.681   | 1.215       | 0.001    | HES7        | Hairy and enhancer of split 7 (Drosophila)      |
| KIAA0414 | KIAA0414 | 0.886       | 0.267   | 1.002       | 0.002   | 1.202       | 0.178   | 1.241       | 0.011    | KIAA0414    | Discontinued                                    |
| TNRC9    | 27324    | 0.883       | 0.082   | 1.073       | 0.029   | 0.997       | 0.772   | 1.256       | 0.035    | TNRC9       | Trinucleotide repeat containing 9               |
| BCL11A   | 53335    | 0.879       | 0.959   | 0.801       | 0.166   | 1.251       | 0.382   | 1.371       | 0.005    | BCL11A      | B-cell CLL/lymphoma 11A (zinc finger prote      |
| KIAA1528 | 113878   | 0.868       | 0.27    | 1.038       | 0.044   | 1.145       | 0.487   | 1.378       | 2.08E-04 | DTX2        | Deltex homolog 2 (Drosophila)                   |
| HOXD8    | 3234     | 0.847       | 0.251   | 0.988       | 0.744   | 1.392       | 0.372   | 1.21        | 0.002    | HOXD8       | Homeobox D8                                     |
| ZHX1     | 11244    | 0.84        | 0.307   | 0.976       | 0.985   | 1.295       | 0.139   | 1.278       | 0.035    | ZHX1        | Zinc fingers and homeoboxes 1                   |
| SMARCA2  | 6595     | 0.828       | 0.93    | 1.04        | 0.558   | 1.026       | 0.729   | 1.201       | 0.036    | SMARCA2     | SWI/SNF related, matrix associated, actin dep   |
| SSX4     | 10214    | 0.813       | 0.44    | 1.02        | 0.736   | 1.082       | 0.489   | 1.327       | 4.52E-04 | SSX4        | Synovial sarcoma, X breakpoint 3                |
| FLJ10697 | 55205    | 0.811       | 0.11    | 1.002       | 0.482   | 1.122       | 0.911   | 1.362       | 1.60E-04 | ZNF532      | Zinc finger protein 532                         |
| LOC51131 | 51131    | 0.811       | 0.242   | 1.013       | 0.012   | 1.178       | 0.991   | 1.302       | 0.001    | PHF11       | PHD finger protein 11                           |
| TBX15    | 6913     | 0.807       | 0.762   | 0.847       | 0.164   | 1.309       | 0.268   | 1.448       | 0.01     | TBX15       | T-box 15                                        |
| ZNF75A   | 7627     | 0.79        | 0.953   | 1.016       | 0.228   | 1.494       | 0.275   | 1.305       | 1.07E-04 | ZNF75A      | Zinc finger protein 75a                         |
| BLZF1    | 8548     | 0.777       | 0.056   | 1.003       | 0.038   | 0.923       | 0.172   | 1.215       | 0.004    | BLZF1       | Basic leucine zipper nuclear factor 1 (JEM-1)   |
| ZNF187   | 7741     | 0.775       | 0.17    | 1.038       | 0.316   | 1.329       | 0.251   | 1.311       | 0.054    | ZNF187      | Zinc finger protein 187                         |
| MYCBP    | 26292    | 0.774       | 0.358   | 0.664       | 0.087   | 0.993       | 0.692   | 1.271       | 0.001    | MYCBP       | c-myc binding protein                           |
| ZFY      | 7544     | 0.773       | 0.847   | 0.83        | 0.644   | 1.38        | 0.976   | 1.613       | 0.042    | ZFY         | Zinc finger protein, Y-linked                   |
| TBX5     | 6910     | 0.758       | 0.757   | 0.974       | 0.055   | 1.217       | 0.367   | 1.192       | 0.017    | TBX5        | T-box 5                                         |
| PSMC5    | 5705     | 0.755       | 0.277   | 1.219       | 0.371   | 1.114       | 0.951   | 1.25        | 0.046    | PSMC5       | proteasome (prosome, macropain) 26S subuni      |
| TFE3     | 7030     | 0.743       | 0.79    | 1.013       | 0.069   | 1.339       | 0.436   | 1.264       | 0.046    | TFE3        | Transcription factor binding to IGHM enhanc     |
| RGC32    | 28984    | 0.725       | 0.891   | 0.994       | 0.019   | 1.063       | 0.119   | 1.343       | 0.001    | RGC32       | Response gene to complement 32                  |
| LOC57209 | 57209    | 0.706       | 0.764   | 0.797       | 0.298   | 1.297       | 0.251   | 1.348       | 0.012    | ZNF248      | Zinc finger protein 248                         |
| FHL1     | 2273     | 0.681       | 0.524   | 1.406       | 0.467   | 0.928       | 0.814   | 1.26        | 0.047    | FHL1        | four and a half LIM domains 1                   |
| KIAA0040 | 9674     | 0.643       | 0.701   | 1.021       | 0.224   | 1.166       | 0.17    | 1.207       | 0.006    | KIAA0040    | KIAA0040 /// Hypothetical protein LOC9674       |
| CEBPG    | 1054     | 0.481       | 0.09    | 2.27        | 0.076   | 0.817       | 0.209   | 1.351       | 0.054    | CEBPG       | CCAAT/enhancer binding protein (C/EBP), g       |
| ZNF93    | 81931    | 0.811       | 0.018   | 0.781       | 0.06    | 1.377       | 0.32    | 1.396       | 0.002    | ZNF93       | Zinc finger protein 93                          |
| ZID      | 10773    | 0.749       | 0.023   | 0.957       | 0.321   | 1.297       | 0.592   | 1.324       | 0.018    | ZBTB6       | Zinc finger and BTB domain containing 6         |
| HEY2     | 23493    | 0.922       | 0.839   | 0.988       | 0.192   | 1.218       | 0.003   | 1.122       | 0.951    | HEY2        | Hairy/enhancer-of-split related with YRPW m     |
| VENTX2   | 27287    | 1.11        | 0.782   | 1.299       | 0.007   | 0.807       | 0.181   | 0.907       | 0.244    | VENTX       | VENT homeobox homolog (Xenopus laevis)          |
| FOXP1    | 27086    | 1.261       | 0.649   | 1.699       | 0.029   | 0.822       | 0.951   | 1.156       | 0.001    | FOXP1       | Forkhead box P1                                 |
| NR1I3    | 9970     | 1.068       | 0.586   | 1.258       | 0.035   | 0.924       | 0.817   | 0.968       | 0.077    | NR1I3       | Nuclear receptor subfamily 1, group I, membe    |
| TRIP15   | 9318     | 0.96        | 0.087   | 1.313       | 0.041   | 0.955       | 0.898   | 0.975       | 0.011    | COPS2       | COP9 constitutive photomorphogenic homolo       |
| NR1H3    | 10062    | 0.745       | 0.935   | 1.327       | 0.041   | 1.373       | 0.24    | 0.843       | 0.009    | NR1H3       | nuclear receptor subfamily 1, group H, membe    |
| ELF3     | 1999     | 1.291       | 0.007   | 1.045       | 0.314   | 0.825       | 0.595   | 1.059       | 0.16     | ELF3        | E74-like factor 3 (ets domain transcription fac |
| HLX1     | 3142     | 1.316       | 0.038   | 1.032       | 0.853   | 0.925       | 0.567   | 0.943       | 0.014    | HLX1        | H2.0-like homeobox 1 (Drosophila)               |

|             |        |       |       |       |          |       |       |       |       |             |                                                   |
|-------------|--------|-------|-------|-------|----------|-------|-------|-------|-------|-------------|---------------------------------------------------|
| TCF8        | 6935   | 1.237 | 0.041 | 0.937 | 0.882    | 0.885 | 0.682 | 0.826 | 0.352 | TCF8        | transcription factor 8 (represses interleukin 2 € |
| FLJ12517    | 116841 | 1.193 | 0.052 | 0.766 | 0.92     | 1.012 | 0.026 | 1.218 | 0.177 | C1orf142    | Chromosome 1 open reading frame 142               |
| HOXA5       | 3202   | 1.164 | 0.398 | 0.679 | 3.83E-04 | 1.258 | 0.382 | 1.014 | 0.002 | HOXA5       | Homeobox A5                                       |
| LOC51036    | 5915   | 0.976 | 0.059 | 0.819 | 0.007    | 1.431 | 0.296 | 1.067 | 0.026 | RARB        | Retinoic acid receptor, beta                      |
| ZNF21       | 7569   | 0.973 | 0.699 | 0.806 | 0.027    | 1.124 | 0.966 | 1.132 | 0.322 | ZNF182      | Zinc finger protein 182 /// zinc finger protein 1 |
| MAFF        | 23764  | 1.028 | 0.01  | 0.555 | 0.05     | 1.026 | 0.067 | 0.558 | 0.463 | MAFF        | V-maf musculoaponeurotic fibrosarcoma onc         |
| MYT2        | 8827   | 0.917 | 0.501 | 1.406 | 0.044    | 0.685 | 0.041 | 1.176 | 0.287 | MYT2        | Myelin transcription factor 2                     |
| M96         | 22823  | 1.386 | 0.062 | 0.83  | 0.32     | 0.781 | 0.022 | 0.865 | 0.858 | MTF2        | Metal response element binding transcription      |
| PRDM16      | 63976  | 0.893 | 0.041 | 1.49  | 0.325    | 0.706 | 0.049 | 1.013 | 0.06  | PRDM16      | PR domain containing 16                           |
| ZXDA        | 7789   | 0.922 | 0.002 | 0.965 | 0.03     | 0.934 | 0.86  | 0.824 | 0.013 | ZXDA        | Zinc finger, X-linked, duplicated A               |
| HSF1        | 3297   | 1.103 | 0.779 | 1.187 | 0.094    | 0.94  | 0.323 | 0.784 | 0.02  | HSF1        | Heat shock transcription factor 1                 |
| JUN         | 3725   | 1.22  | 0.865 | 0.729 | 0.165    | 0.874 | 0.895 | 0.827 | 0.045 | JUN         | v-jun sarcoma virus 17 oncogene homolog (av       |
| ZNF214      | 7761   | 0.996 | 0.669 | 0.882 | 0.263    | 0.838 | 0.612 | 0.799 | 0.034 | ZNF214      | Zinc finger protein 214                           |
| ZNF135      | 7694   | 0.997 | 0.412 | 0.966 | 0.328    | 0.968 | 0.318 | 0.798 | 0.028 | ZNF135      | Zinc finger protein 135                           |
| PRDM13      | 59336  | 1.133 | 0.002 | 1.061 | 0.41     | 0.803 | 0.514 | 0.812 | 0.006 | PRDM13      | PR domain containing 13                           |
| LOC51637    | 51637  | 1.176 | 0.922 | 0.946 | 0.584    | 0.932 | 0.483 | 0.807 | 0.012 | C14orf166   | Chromosome 14 open reading frame 166              |
| AF5Q31      | 27125  | 0.847 | 0.425 | 1.378 | 0.47     | 0.752 | 0.954 | 0.753 | 0.008 | AFF4        | AF4/FMR2 family, member 4                         |
| POU4F2      | 5458   | 0.767 | 0.76  | 0.823 | 0.693    | 0.871 | 0.442 | 0.693 | 0.027 | POU4F2      | POU domain, class 4, transcription factor 2       |
| SOX general | 6736   | 0.541 | 0.105 | 1.041 | 0.33     | 0.89  | 0.692 | 0.645 | 0.014 | SOX general | sex determining region Y type genes               |

leukemia) 4

32 family, mem  
4

ein)

pendent regulatc

)

uit, ATPase, 5  
cer 3

4  
gamma

notif 2

er 3  
og subunit 2 (Ar  
er 3  
ector, epithelial-s

expression)

21  
ogene homolog

factor 2

ivian)

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S5 — Cochlea Neomycin Differentially Expressed Genes (533 total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. For p-value filtered data see Table S6 (0.71 MB DOC)

Supplemental Table S5 .

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S6 — Cochlea Neomycin Differential Expression>1.2-fold and P< = 0.05 (0.10 MB PDF)

Supplemental Table S6

| Gene ID    | 0 hr   |             |          | 24 hr       |         | 48 hr       |         | Updated syml | Updated description                                                        |
|------------|--------|-------------|----------|-------------|---------|-------------|---------|--------------|----------------------------------------------------------------------------|
|            | Entrez | Fold change | P-value  | Fold Change | P-value | Fold Change | P-value |              |                                                                            |
| TIMELESS   | 8914   | 1.3         | 0.034    | 1.378       | 0.006   | 1.358       | 0.047   | TIMELESS     | timeless homolog (Drosophila)                                              |
| BAPX1      | 579    | 1.446       | 0.009    | 1.426       | 0.103   | 2.122       | 0.005   | BAPX1        | Bagpipe homeobox homolog 1 (Drosophila)                                    |
| FLJ10697   | 55205  | 1.373       | 0.029    | 1.141       | 0.021   | 1.219       | 0.018   | ZNF532       | Zinc finger protein 532                                                    |
| ELF3       | 1999   | 1.233       | 2.28E-04 | 1.128       | 0.272   | 1.25        | 0.004   | ELF3         | E74-like factor 3 (ets domain transcription factor, epithelial-specific )  |
| ZFY        | 7544   | 1.272       | 0.013    | 1.127       | 0.152   | 1.396       | 0.001   | ZFY          | Zinc finger protein, Y-linked                                              |
| ZNF90      | 7643   | 1.21        | 0.006    | 1.042       | 0.305   | 1.244       | 0.025   | ZNF90        | zinc finger protein 90                                                     |
| ZNF287     | 57336  | 1.245       | 0.012    | 1.002       | 0.958   | 1.295       | 0.016   | ZNF287       | zinc finger protein 287                                                    |
| BRD7       | 29117  | 1.221       | 0.01     | 0.98        | 0.566   | 1.374       | 0.005   | BRD7         | Bromodomain containing 7                                                   |
| RNF22      | 10612  | 1.204       | 0.02     | 0.954       | 0.09    | 1.226       | 0.001   | TRIM3        | Tripartite motif-containing 3                                              |
| LOC57209   | 57209  | 0.868       | 0.493    | 1.412       | 0.002   | 1.385       | 0.018   | ZNF248       | Zinc finger protein 248                                                    |
| MTA1L1     | 9219   | 1.177       | 0.218    | 1.218       | 0.002   | 1.281       | 0.009   | MTA2         | Metastasis associated 1 family, member 2                                   |
| DFKZP434E0 | 112398 | 1.294       | 0.1      | 1.758       | 0.011   | 1.352       | 0.021   | EGLN2        | egl nine homolog 2 (C. elegans)                                            |
| HOXC10     | 3226   | 0.98        | 0.629    | 1.273       | 0.016   | 1.492       | 0.013   | HOXC10       | homeobox C10                                                               |
| HSAJ2425   | 55566  | 1.203       | 0.164    | 1.52        | 0.017   | 1.444       | 0.024   | HSAJ2425     | p65 protein                                                                |
| LHX6       | 26468  | 1.076       | 0.248    | 1.548       | 0.026   | 1.278       | 0.021   | LHX6         | LIM homeobox 6                                                             |
| ZNF226     | 7769   | 1.123       | 0.064    | 1.263       | 0.028   | 1.616       | 0.022   | ZNF226       | zinc finger protein 226                                                    |
| TAF2D      | 6877   | 0.929       | 0.347    | 1.245       | 0.043   | 1.492       | 0.048   | TAF5         | TAF5 RNA polymerase II, TATA box binding protein (TBP)-associated fact     |
| ZNF200     | 7752   | 1.003       | 0.943    | 1.383       | 0.05    | 1.47        | 0.045   | ZNF200       | zinc finger protein 200                                                    |
| TRIP6      | 7205   | 0.955       | 0.281    | 1.608       | 0.062   | 1.617       | 0.034   | TRIP6        | thyroid hormone receptor interactor 6                                      |
| DKFZp547H2 | 56917  | 1.078       | 0.166    | 1.635       | 0.064   | 1.272       | 0.001   | MEIS3        | Meis1, myeloid ecotropic viral integration site 1 homolog 3 (mouse)        |
| HMX1       | 3166   | 1.027       | 0.486    | 1.25        | 0.066   | 1.258       | 0.019   | HMX1         | Homeobox (H6 family) 1                                                     |
| ISGF3G     | 10379  | 1.051       | 0.208    | 1.294       | 0.083   | 1.234       | 0.037   | ISGF3G       | interferon-stimulated transcription factor 3, gamma 48kDa                  |
| ZFH1B      | 9839   | 0.903       | 0.022    | 1.23        | 0.083   | 1.344       | 0.034   | ZFH1B        | Zinc finger homeobox 1b                                                    |
| NR0B2      | 8431   | 0.995       | 0.839    | 1.694       | 0.092   | 1.253       | 0.031   | NR0B2        | nuclear receptor subfamily 0, group B, member 2                            |
| NFATC1     | 4772   | 0.992       | 0.873    | 1.427       | 0.1     | 1.662       | 0.004   | NFATC1       | nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1  |
| ZNF217     | 7764   | 0.962       | 0.214    | 1.214       | 0.111   | 1.387       | 0.027   | ZNF217       | zinc finger protein 217                                                    |
| PER2       | 8864   | 1.093       | 0.123    | 1.205       | 0.131   | 1.247       | 0.02    | PER2         | Period homolog 2 (Drosophila)                                              |
| NSEP1      | 4904   | 1.108       | 0.08     | 1.182       | 0.006   | 1.56        | 0.001   | YBX1         | Y box binding protein 1                                                    |
| HOXB5      | 3215   | 1.018       | 0.665    | 1.177       | 0.144   | 1.357       | 0.01    | HOXB5        | homeobox B5                                                                |
| ZNF137     | 7696   | 1.049       | 0.334    | 1.175       | 0.153   | 1.401       | 0.049   | ZNF137       | zinc finger protein 137                                                    |
| TBR1       | 10716  | 1.05        | 0.499    | 1.174       | 0.052   | 1.339       | 0.05    | TBR1         | T-box, brain, 1                                                            |
| ZNF214     | 7761   | 1.001       | 0.977    | 1.169       | 0.049   | 1.576       | 0.029   | ZNF214       | Zinc finger protein 214                                                    |
| SLB        | 26160  | 1.054       | 0.226    | 1.168       | 0.203   | 1.284       | 0.016   | IFT172       | Intraflagellar transport 172 homolog (Chlamydomonas) /// selective LIM bin |
| ZNF215     | 7762   | 0.905       | 0.011    | 1.164       | 0.368   | 1.613       | 0.034   | ZNF215       | zinc finger protein 215                                                    |
| HOXC9      | 3225   | 1.021       | 0.373    | 1.159       | 0.046   | 1.293       | 0.031   | HOXC9        | homeobox C9                                                                |
| ZNF234     | 10780  | 1.005       | 0.801    | 1.151       | 0.005   | 1.244       | 0.026   | ZNF234       | zinc finger protein 234                                                    |
| ZNF295     | 49854  | 1.024       | 0.405    | 1.148       | 0.217   | 1.446       | 0.043   | ZNF295       | Zinc finger protein 295                                                    |
| CEBPB      | 1051   | 0.988       | 0.821    | 1.146       | 0.234   | 1.277       | 0.043   | CEBPB        | CCAAT/enhancer binding protein (C/EBP), beta                               |
| FLJ20729   | 54680  | 0.953       | 0.453    | 1.137       | 0.046   | 1.333       | 0.009   | C1orf181     | chromosome 1 open reading frame 181                                        |
| SCML2      | 10389  | 1.106       | 0.063    | 1.137       | 0.316   | 1.309       | 0.04    | SCML2        | sex comb on midleg-like 2 (Drosophila)                                     |
| ZNF135     | 7694   | 1.003       | 0.936    | 1.122       | 0.152   | 1.608       | 0.011   | ZNF135       | Zinc finger protein 135                                                    |
| NR5A2      | 2494   | 1.04        | 0.449    | 1.12        | 0.08    | 1.242       | 0.05    | NR5A2        | nuclear receptor subfamily 5, group A, member 2                            |
| ZNF208     | 7757   | 1.03        | 0.501    | 1.114       | 0.023   | 1.361       | 0.052   | ZNF208       | zinc finger protein 208                                                    |
| MADH9      | 4093   | 1.182       | 0.244    | 1.112       | 0.058   | 1.256       | 0.047   | SMAD9        | SMAD, mothers against DPP homolog 9 (Drosophila)                           |
| DR1        | 1810   | 0.995       | 0.821    | 1.109       | 0.044   | 1.242       | 0.033   | DR1          | down-regulator of transcription 1, TBP-binding (negative cofactor 2)       |
| HSA275986  | 55802  | 1.145       | 0.008    | 1.108       | 0.109   | 1.215       | 0.016   | DCP1A        | DCP1 decapping enzyme homolog A (S. cerevisiae)                            |
| ZNF6       | 7552   | 1.089       | 0.58     | 1.106       | 0.426   | 1.706       | 0.003   | ZNF711       | Zinc finger protein 711                                                    |

|          |       |       |       |       |          |       |          |         |                                                                                |
|----------|-------|-------|-------|-------|----------|-------|----------|---------|--------------------------------------------------------------------------------|
| MYBL2    | 4605  | 1.131 | 0.17  | 0.844 | 0.234    | 0.726 | 0.004    | MYBL2   | v-myb myeloblastosis viral oncogene homolog (avian)-like 2                     |
| TAF2H    | 6881  | 0.774 | 0.19  | 0.652 | 4.26E-04 | 0.641 | 0.003    | TAF10   | TAF10 RNA polymerase II, TATA box binding protein (TBP)-associated factor      |
| LAF4     | 3899  | 1.109 | 0.708 | 0.594 | 0.003    | 0.706 | 0.025    | AFF3    | AF4/FMR2 family, member 3                                                      |
| ATBF1    | 463   | 1.142 | 0.186 | 0.83  | 0.02     | 0.593 | 0.001    | ATBF1   | AT-binding transcription factor 1                                              |
| LDOC1    | 23641 | 0.939 | 0.495 | 0.747 | 0.021    | 0.748 | 0.006    | LDOC1   | Leucine zipper, down-regulated in cancer 1                                     |
| SIX3     | 6496  | 0.997 | 0.949 | 0.832 | 0.025    | 0.651 | 0.002    | SIX3    | sine oculis homeobox homolog 3 (Drosophila)                                    |
| FKHL18   | 2307  | 0.941 | 0.381 | 0.81  | 0.025    | 0.721 | 1.51E-05 | FKHL18  | forkhead-like 18 (Drosophila)                                                  |
| KLF5     | 688   | 0.939 | 0.439 | 0.832 | 0.027    | 0.827 | 0.021    | KLF5    | Kruppel-like factor 5 (intestinal)                                             |
| KIAA0130 | 9862  | 0.71  | 0.074 | 0.755 | 0.031    | 0.671 | 0.051    | THRAP4  | Thyroid hormone receptor associated protein 4                                  |
| RORC     | 6097  | 1.042 | 0.768 | 0.726 | 0.031    | 0.603 | 0.002    | RORC    | RAR-related orphan receptor C                                                  |
| JUND     | 3727  | 0.929 | 0.58  | 0.71  | 0.041    | 0.734 | 0.009    | JUND    | jun D proto-oncogene                                                           |
| ZNF38    | 7589  | 0.702 | 0.08  | 0.598 | 0.045    | 0.727 | 0.015    | ZNF38   | Zinc finger protein 38                                                         |
| NR1I3    | 9970  | 0.881 | 0.351 | 0.691 | 0.05     | 0.803 | 0.001    | NR1I3   | Nuclear receptor subfamily 1, group I, member 3                                |
| LIM      | 10611 | 1.107 | 0.006 | 0.778 | 0.078    | 0.806 | 0.045    | PDLIM5  | PDZ and LIM domain 5                                                           |
| FHL1     | 2273  | 0.825 | 0.087 | 0.802 | 0.13     | 0.736 | 0.009    | FHL1    | four and a half LIM domains 1                                                  |
| PRDM15   | 63977 | 0.926 | 0.556 | 0.83  | 0.327    | 0.68  | 4.77E-04 | PRDM15  | PR domain containing 15 /// similar to PR domain containing 15                 |
| NFE2L1   | 4779  | 0.704 | 0.048 | 1.156 | 0.315    | 0.761 | 0.017    | NFE2L1  | nuclear factor (erythroid-derived 2)-like 1                                    |
| GTF2F1   | 2962  | 0.785 | 0.018 | 1.019 | 0.759    | 0.586 | 6.01E-05 | GTF2F1  | general transcription factor IIF, polypeptide 1, 74kDa                         |
| CITED1   | 4435  | 0.617 | 0.003 | 0.954 | 0.263    | 0.718 | 0.002    | CITED1  | Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain |
| ONECUT2  | 9480  | 0.839 | 0.002 | 0.899 | 0.009    | 0.77  | 0.008    | ONECUT2 | one cut domain, family member 2                                                |
| CL469780 | 27246 | 0.814 | 0.007 | 0.863 | 0.049    | 0.822 | 0.004    | ZNF364  | zinc finger protein 364                                                        |
| NR4A1    | 3164  | 0.789 | 0.005 | 0.855 | 0.155    | 0.77  | 0.021    | NR4A1   | nuclear receptor subfamily 4, group A, member 1                                |
| SIX4     | 51804 | 0.621 | 0.009 | 0.681 | 4.65E-04 | 0.624 | 0.002    | SIX4    | Sine oculis homeobox homolog 4 (Drosophila)                                    |
| IRF2     | 3660  | 0.8   | 0.021 | 0.754 | 0.001    | 0.521 | 0.01     | IRF2    | Interferon regulatory factor 2                                                 |
| ZNF10    | 7556  | 0.324 | 0.003 | 0.271 | 0.002    | 0.604 | 0.028    | ZNF10   | zinc finger protein 10                                                         |
| CIAO1    | 9391  | 0.622 | 0.023 | 0.458 | 0.003    | 0.691 | 0.034    | CIAO1   | Cytosolic iron-sulfur protein assembly 1 homolog (S. cerevisiae)               |
| MYF5     | 4617  | 0.656 | 0.017 | 0.538 | 0.007    | 0.802 | 0.053    | MYF5    | myogenic factor 5                                                              |
| LMO1     | 4004  | 0.696 | 0.012 | 0.773 | 0.01     | 0.681 | 0.003    | LMO1    | LIM domain only 1 (rhombotin 1)                                                |
| GTF2E2   | 2961  | 0.75  | 0.012 | 0.781 | 0.161    | 0.837 | 0.032    | GTF2E2  | General transcription factor IIE, polypeptide 2, beta 34kDa                    |

ector, 100kDa

nding factor homolog

110kDa

le protein PC4

cription factor 2

siae)

uint 9

100)

ogene homolog, avian)

actor, 68kDa

er factor 2B)

Da (Mot1 homolog, S. cerevisia  
ated factor, 65kDa

-like 1

pa light polypeptide gene enhan  
ation group 6

sd in CML)  
e)

on factor)

ation group 3 (xeroderma pigme

g protein transcription factor, al

ption factor 1 pseudogene 1 ///

actor, 105kDa

347)

(Spi-1/PU.1 related)

6 (zinc finger protein 51)  
ctor, 135kDa

a)

-like

factor)

d-associating DNA's)

actor, 30kDa

omain, 1

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S7 — Cochlea Laser Differentially Expressed Genes (386 genes total). This listing shows all genes that exhibited>1.2-fold changes in expression, irrespective of P-value. For p-value filtered data see Table S8. (0.53 MB DOC)

Supplemental Table S7

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S8 — Cochlea Laser Differential Expression>1.2-fold and P< = 0.05 (0.07 MB PDF)

|             |       |       |       |       |       |       |       |       |          |             |                                               |
|-------------|-------|-------|-------|-------|-------|-------|-------|-------|----------|-------------|-----------------------------------------------|
| RBPSUHL     | 11317 | 1.232 | 0.536 | 1.122 | 0.188 | 1.033 | 0.432 | 0.813 | 0.008    | RBPSUHL     | recombining binding protein suppressor of hai |
| ZNF-kaiso   | 10009 | 0.843 | 0.315 | 0.896 | 0.306 | 1.005 | 0.962 | 0.828 | 0.01     | ZBTB33      | zinc finger and BTB domain containing 33      |
| TRIP15      | 9318  | 1.21  | 0.087 | 1.117 | 0.041 | 0.99  | 0.898 | 0.789 | 0.011    | COPS2       | COP9 constitutive photomorphogenic homolo     |
| CSEN        | 30818 | 0.897 | 0.234 | 1.104 | 0.508 | 0.985 | 0.917 | 0.801 | 0.007    | KCNIP3      | Kv channel interacting protein 3, calsenilin  |
| KRML        | 9935  | 1.018 | 0.917 | 1.191 | 0.239 | 0.974 | 0.733 | 0.786 | 0.001    | MAFB        | v-maf musculoaponeurotic fibrosarcoma onco    |
| SOX general | 6736  | 0.828 | 0.105 | 0.893 | 0.33  | 0.961 | 0.692 | 0.827 | 0.014    | SOX general | sex determining region Y type genes           |
| PAX4        | 5078  | 1.228 | 0.096 | 1.043 | 0.448 | 0.921 | 0.299 | 0.755 | 0.025    | PAX4        | paired box gene 4                             |
| ZFHX1B      | 9839  | 0.774 | 0.107 | 1.093 | 0.329 | 0.907 | 0.478 | 0.784 | 0.015    | ZFHX1B      | Zinc finger homeobox 1b                       |
| HNF3B       | 3170  | 1.377 | 0.124 | 1.094 | 0.453 | 0.857 | 0.03  | 0.806 | 0.002    | FOXA2       | Forkhead box A2                               |
| IRF6        | 3664  | 0.962 | 0.789 | 1.087 | 0.791 | 0.631 | 0.06  | 0.696 | 0.012    | IRF6        | interferon regulatory factor 6                |
| MAD         | 4084  | 1.035 | 0.675 | 1.151 | 0.463 | 0.791 | 0.132 | 0.807 | 0.041    | MXD1        | MAX dimerization protein 1 /// MAD protein    |
| XBP1        | 7494  | 1.228 | 0.227 | 0.922 | 0.513 | 0.77  | 0.39  | 0.719 | 0.008    | XBP1        | X-box binding protein 1                       |
| HLX1        | 3142  | 0.809 | 0.038 | 1.033 | 0.853 | 1.096 | 0.567 | 0.706 | 0.014    | HLX1        | H2.0-like homeobox 1 (Drosophila)             |
| PAX9        | 5083  | 1.339 | 0.073 | 1.137 | 0.058 | 0.812 | 0.043 | 0.778 | 8.71E-05 | PAX9        | paired box gene 9                             |
| GATA3       | 2625  | 0.817 | 0.027 | 0.836 | 0.52  | 0.771 | 0.043 | 0.694 | 2.16E-05 | GATA3       | GATA binding protein 3                        |

1/Asp-rich carboxy-terminal domain

1 sarcoma, X breakpoint 4 /// synovial sarcoma, X breakpoint

peptide 4, 190kDa

te 1 homolog 3 (mouse)

decapentaplegic homolog 2

4  
ein)  
tion factor)

ss B, 3

in 3

5

nit 2; translocated to, 3

20 domain containing 1 /// cell  
titype 2

ve helix-loop-helix protein

er 2

pendent regulator of chromatin,  
revisiae)  
factor 2

peptide 5, 19kDa

er 6

er 3

er 2  
pendent regulator of chromatin,

)

olypeptide A (myocyte enhance

ic, calcineurin-dependent 2

ogene homolog F (avian)  
notif-like  
head 1)

, 2B

og (avian)  
ne homolog

molog A, nuclear factor of kappa

olypeptide B (myocyte enhance

histone acetyltransferase 2

zin)

ig protein (TBP)-associated fac

ription initiation factor, BRF1-I  
ransactivator

protein 1)

visiae)  
or-like

te 1 homolog 3 (mouse)  
main containing 15  
ining protein

ssociated factor (PCAF)-associa  
molog B, nuclear factor of kapp

otein

protein  
1

:inoma) (zinc finger protein)

leukemia (trithorax homolog, I  
ss B, 2

g protein 1  
visiae) /// transcription factor-li

er 3

)  
ogene homolog G (avian)

protein 2)  
delta  
rosophila)

er  
HMG-box)  
nscription factor IIB  
ancer binding protein 2 beta)  
a)

osophila)

er 2

Pit1, growth hormone factor 1)

/// interleukin enhancer binding

on 6, interleukin-4 induced  
rosophila)  
mplex-1, subunit 1

airless (Drosophila)-like  
og subunit 2 (Arabidopsis)  
ogene homolog B (avian)

1 (MAX-binding protein)

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S9 — A listing of genes that exhibit similar patterns of expression across the four timecourses. utr-neo = utricle neomycin timecourse , coch-lsr = cochlea laser timecourse and so on. 1 = up-regulation, 0 = no change and −1 = down-regulation relative to untreated controls. (0.04 MB PDF)

SUPPLEMENTAL TABLE S9 .

| Gene ID  | UTR-NEO |      |      | COCH-NEO |      |      | UTR-LSR |     |     |     | COCH-LSR |     |     |     | Updated symbol | Updated description                                 |
|----------|---------|------|------|----------|------|------|---------|-----|-----|-----|----------|-----|-----|-----|----------------|-----------------------------------------------------|
|          | 0hr     | 24hr | 48hr | 0hr      | 24hr | 48hr | 30min   | 1hr | 2hr | 3hr | 30min    | 1hr | 2hr | 3hr |                |                                                     |
| TRIP15   | -1      | 0    | 0    | -1       | 0    | 0    | 0       | 1   | 0   | 0   | 0        | 0   | 0   | -1  | COPS2          | COP9 constitutive photomorphogenic homolog s        |
| GTF2F1   | -1      | 0    | 0    | -1       | 0    | -1   | --      | --  | --  | --  | --       | --  | --  | --  | GTF2F1         | general transcription factor IIF, polypeptide 1, 74 |
| IRF2     | -1      | 0    | 0    | -1       | -1   | -1   | 0       | 0   | 0   | 0   | --       | --  | --  | --  | IRF2           | Interferon regulatory factor 2                      |
| KIAA1041 | -1      | 0    | 0    | -1       | 0    | 0    | --      | --  | --  | --  | --       | --  | --  | --  | FOXJ3          | Forkhead box J3                                     |
| NFE2L1   | -1      | 0    | 0    | -1       | 0    | -1   | --      | --  | --  | --  | --       | --  | --  | --  | NFE2L1         | nuclear factor (erythroid-derived 2)-like 1         |
| ZNF93    | 1       | 1    | 1    | 1        | 0    | 0    | -1      | 0   | 0   | 1   | 0        | 0   | 0   | 0   | ZNF93          | Zinc finger protein 93                              |
| ZNF90    | 1       | 0    | 0    | 1        | 0    | 1    | 0       | 0   | 0   | 0   | --       | --  | --  | --  | ZNF90          | zinc finger protein 90                              |
|          |         |      |      |          |      |      |         |     |     |     |          |     |     |     |                |                                                     |
| GIOT-2   | 0       | -1   | -1   | 0        | -1   | 0    | 0       | 0   | 0   | 1   | --       | --  | --  | --  | ZNF44          | Zinc finger protein 44                              |
| TITF1    | 0       | -1   | 0    | 0        | -1   | 0    | 0       | 0   | 0   | 0   | -1       | 0   | 0   | 0   | TITF1          | thyroid transcription factor 1                      |
| MAPK8IP1 | 1       | -1   | 0    | 0        | -1   | 0    | 0       | 0   | 0   | 0   | 0        | -1  | 0   | 0   | MAPK8IP1       | mitogen-activated protein kinase 8 interacting pr   |
|          |         |      |      |          |      |      |         |     |     |     |          |     |     |     |                |                                                     |
| TAF2H    | 0       | 0    | -1   | 0        | -1   | -1   | 0       | 0   | 0   | 0   | --       | --  | --  | --  | TAF10          | TAF10 RNA polymerase II, TATA box binding pr        |
| NR1H3    | 0       | 0    | -1   | 0        | 0    | -1   | 0       | 1   | 0   | 0   | 0        | 1   | 0   | 0   | NR1H3          | nuclear receptor subfamily 1, group H, member 3     |
| FHL1     | 0       | 0    | -1   | 0        | 0    | -1   | 0       | 0   | 0   | 1   | --       | --  | --  | --  | FHL1           | four and a half LIM domains 1                       |
| HNF3A    | 0       | 1    | -1   | 0        | 0    | -1   | 0       | 0   | 0   | 0   | --       | --  | --  | --  | FOXA1          | Forkhead box A1                                     |
| MYCBP    | 0       | 0    | 1    | 0        | -1   | 1    | 0       | 0   | 0   | 1   | --       | --  | --  | --  | MYCBP          | c-myc binding protein                               |
| BCL11A   | 0       | 0    | 1    | 0        | 0    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | BCL11A         | B-cell CLL/lymphoma 11A (zinc finger protein)       |
| CTNNB1   | 0       | 0    | 1    | 0        | 0    | 1    | --      | --  | --  | --  | --       | --  | --  | --  | CTNNB1         | catenin (cadherin-associated protein), beta 1, 88   |
| ZF5128   | 0       | 0    | 1    | 0        | 0    | 1    | --      | --  | --  | --  | 0        | 0   | 0   | 0   | ZNF324         | Zinc finger protein 324                             |
| TBX15    | 1       | 0    | 1    | 0        | 0    | 1    | 0       | 0   | 0   | 1   | --       | --  | --  | --  | TBX15          | T-box 15                                            |
| ZNF79    | 1       | 0    | 1    | 0        | 0    | 1    | 0       | 0   | 0   | 0   | --       | --  | --  | --  | ZNF79          | zinc finger protein 79                              |
| LOC57209 | 1       | 0    | 1    | 0        | 1    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | ZNF248         | Zinc finger protein 248                             |
|          |         |      |      |          |      |      |         |     |     |     |          |     |     |     |                |                                                     |
| ZID      | --      | --   | --   | 1        | 0    | 0    | -1      | 0   | 0   | 1   | -1       | 0   | 0   | 0   | ZBTB6          | Zinc finger and BTB domain containing 6             |
| FLJ12517 | --      | --   | --   | --       | --   | --   | 1       | 0   | 0   | 0   | 1        | 0   | 1   | 0   | C1orf142       | Chromosome 1 open reading frame 142                 |
|          |         |      |      |          |      |      |         |     |     |     |          |     |     |     |                |                                                     |
| NR1H3    | 0       | 0    | -1   | 0        | 0    | -1   | 0       | 1   | 0   | 0   | 0        | 1   | 0   | 0   | NR1H3          | nuclear receptor subfamily 1, group H, member 3     |
| MYT2     | --      | --   | --   | 0        | -1   | 0    | 0       | 1   | -1  | 0   | 0        | 1   | 0   | 0   | MYT2           | Myelin transcription factor 2                       |
| JUND     | 0       | 0    | 0    | 0        | -1   | -1   | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | JUND           | jun D proto-oncogene                                |
| KIAA0173 | 1       | 0    | 0    | -1       | 0    | 0    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | TTLL4          | Tubulin tyrosine ligase-like family, member 4       |
| HOXD8    | 1       | 0    | 0    | 0        | 1    | 0    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | HOXD8          | Homeobox D8                                         |
| BCL11A   | 0       | 0    | 1    | 0        | 0    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | BCL11A         | B-cell CLL/lymphoma 11A (zinc finger protein)       |
| LOC57209 | 1       | 0    | 1    | 0        | 1    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | ZNF248         | Zinc finger protein 248                             |
| ZNF75A   | --      | --   | --   | 1        | 0    | 0    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | ZNF75A         | Zinc finger protein 75a                             |
| FLJ11186 | --      | --   | --   | 0        | 0    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | C14orf106      | Chromosome 14 open reading frame 106                |
| TBX5     | --      | --   | --   | 0        | 0    | 1    | 0       | 0   | 0   | 1   | 0        | 0   | 0   | 1   | TBX5           | T-box 5                                             |

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S10 — Transforming Growth Factor-Beta Signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse. (0.03 MB DOC)

Supplementary Table S10 Transforming Growth Factor-Beta Signaling

| **GeneID** | **Function** | **Reference** | **Diff Expr Timecourse** |
| --- | --- | --- | --- |
| DLX3 | Activated by BMP-2 through Smad1 and Smad4 | Park and Morasso, 2002 | CN |
| ELF3 | Activates TGF-beta RII | Chang et al., 2000 | UL, CN |
| ETV1 | Induces Smad7 expression  Activated by TAK1 via the p38 mitogen-activated protein kinase pathway | Dowdy et al., 2003 | CL |
| FOXH1 | Forms a complex with Smad2 and Smad4 which can activate Nodal | Zhou et al., 1998, Osada et al., 2000 | CL, CN |
| ID3 | Induced by BMP-2 signaling | Nakashima et al., 2001 | CL, CN |
| MADH2 | Phosphorylated by TGF-beta RI and RII  Transducer of TGF- signaling | Macias-Silva et al., 1996 | UN, CL |
| MADH5 | Phosphorylated and activated by BMP-2 signaling | Nishimura et al., 1998 | CL |
| TCF8 | Binds p300 with Smads | Postigo et al., 2003 | UL, UN, CN |
| TITF1 | Interacts with Smad3 | Li et al., 2002 | UN, CL, CN |

Chang J, Lee C, Hahm KB, Yi Y, Choi SG, Kim SJ. Over-expression of ERT(ESX/ESE-1/ELF3), an ets-related transcription factor, induces endogenous TGF-beta type II receptor expression and restores the TGF-beta signaling pathway in Hs578t human breast cancer cells. Oncogene. 2000, 19:151-4.

Dowdy SC, Mariani A, Janknecht R. HER2/Neu- and TAK1-mediated up-regulation of the transforming growth factor beta inhibitor Smad7 via the ETS protein ER81. J Biol Chem. 2003, 278:44377-84.

Li C, Zhu NL, Tan RC, Ballard PL, Derynck R, Minoo P. Transforming growth factor-beta inhibits pulmonary surfactant protein B gene transcription through SMAD3 interactions with NKX2.1 and HNF-3 transcription factors. J Biol Chem. 2002, 277:38399-408.

Macias-Silva M, Abdollah S, Hoodless PA, Pirone R, Attisano L, Wrana JL. MADR2 is a substrate of the TGFbeta receptor and its phosphorylation is required for nuclear accumulation and signaling. Cell. 1996, 87:1215-24.

Nakashima K, Takizawa T, Ochiai W, Yanagisawa M, Hisatsune T, Nakafuku M, Miyazono K, Kishimoto T, Kageyama R, Taga T. BMP2-mediated alteration in the developmental pathway of fetal mouse brain cells from neurogenesis to astrocytogenesis. Proc Natl Acad Sci U S A. 2001, 98:5868-73.

Nishimura R, Kato Y, Chen D, Harris SE, Mundy GR, Yoneda T. Smad5 and DPC4 are key molecules in mediating BMP-2-induced osteoblastic differentiation of the pluripotent mesenchymal precursor cell line C2C12. J Biol Chem. 1998, 273:1872-9.

Osada SI, Saijoh Y, Frisch A, Yeo CY, Adachi H, Watanabe M, Whitman M, Hamada H, Wright CV. Activin/nodal responsiveness and asymmetric expression of a Xenopus nodal-related gene converge on a FAST-regulated module in intron 1. Development. 2000, 127:2503-14.

Park GT, Morasso MI. Bone morphogenetic protein-2 (BMP-2) transactivates Dlx3 through Smad1 and Smad4: alternative mode for Dlx3 induction in mouse keratinocytes. Nucleic Acids Res. 2002, 30:515-22.

Postigo AA, Depp JL, Taylor JJ, Kroll KL. Regulation of Smad signaling through a differential recruitment of coactivators and corepressors by ZEB proteins. EMBO J. 2003, 22:2453-62.

Zhou S, Zawel L, Lengauer C, Kinzler KW, Vogelstein B. Characterization of human FAST-1, a TGF beta and activin signal transducer. Mol Cell. 1998, 2:121-7.

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S11 — The PAX-EYA-SIX pathway. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse. (0.03 MB DOC)

Supplementary table S11**.**

Biason-Lauber A, Boehm B, Lang-Muritano M, Gauthier BR, Brun T, Wollheim CB, Schoenle EJ. Association of childhood type 1 diabetes mellitus with a variant of PAX4: possible link to beta cell regenerative capacity. Diabetologia. 2005, 48:900-5.

Bondurand N, Pingault V, Goerich DE, Lemort N, Sock E, Caignec CL, Wegner M, Goossens M. Interaction among SOX10, PAX3 and MITF, three genes altered in Waardenburg syndrome. Hum Mol Genet. 2000, 9:1907-17.

Bouchard M, Pfeffer P, Busslinger M. Functional equivalence of the transcription factors Pax2 and Pax5 in mouse development. Development. 2000, 127:3703-13.

Coletta RD, Christensen K, Reichenberger KJ, Lamb J, Micomonaco D, Huang L, Wolf DM, Muller-Tidow C, Golub TR, Kawakami K, Ford HL. The Six1 homeoprotein stimulates tumorigenesis by reactivation of cyclin A1. Proc Natl Acad Sci U S A. 2004, 101:6478-83.

Delogu A, Schebesta A, Sun Q, Aschenbrenner K, Perlot T, Busslinger M. Gene repression by Pax5 in B cells is essential for blood cell homeostasis and is reversed in plasma cells. Immunity. 2006, 24:269-81.

Di Palma T, Nitsch R, Mascia A, Nitsch L, Di Lauro R, Zannini M. The paired domain-containing factor Pax8 and the homeodomain-containing factor TTF-1 directly interact and synergistically activate transcription.
J Biol Chem. 2003, 278:3395-402.

Ford HL, Kabingu EN, Bump EA,Mutter GL, Pardee AB. Abrogation of the G2 cell cycle checkpoint associates with overexpression of HSIX1: A possible mechanism of breast carcinogenesis. Proc Natl Acad Sci. 1998, 96:12608-12613

Hans S, Liu D, Westerfield M. Pax8 and Pax2a function synergistically in otic specification, downstream of the Foxi1 and Dlx3b transcription factors. Development. 2004, 131:5091-102.

Hofmann C, Drossopoulou G, McMahon A, Balling R, Tickle C. Inhibitory action of BMPs on Pax1 expression and on shoulder girdle formation during limb development. Dev Dyn. 1998, 213:199-206.

Lengler J, Graw J. Regulation of the human SIX3 gene promoter.Biochem Biophys Res Commun. 2001, 287:372-6.

Li X, Perissi V, Liu F, Rose DW, Rosenfeld MG. Tissue-specific regulation of retinal and pituitary precursor cell proliferation. Science. 2002, 297:1180-3.

Li K, Oghi A, Zhang J, Krones A, Bush KT, Glass CK, Nigam SK, Aggarwal AK, Maas R, Rose DW, Rosenfield MG. Eya protein phosphatase activity regulates Six1-Dach-Eya transcriptional effects in mammalian organogenesis. Nature. 2003, 426:247-54.

Ogawa T, Kapadia H, Wang B, D'Souza RN. Studies on Pax9-Msx1 protein interactions. Arch Oral Biol. 2005, 50:141-5.

Ohto H, Kamada S, Tago K, Tominaga SI, Ozaki H, Sato S, Kawakami K. Cooperation of six and eya in activation of their target genes through nuclear translocation of Eya. Mol Cell Biol. 1999, 19:6815-24.

Olguin HC, Olwin BB. Pax-7 up-regulation inhibits myogenesis and cell cycle progression in satellite cells: a potential mechanism for self-renewal. Dev Biol. 2004, 275:375-88.

Ozaki H, Watanabe Y, Takahashi K, Kitamura K, Tanaka A, Urase K, Momoi T, Sudo K, Sakagami J, Asano M, Iwakura Y, Kawakami K. Six4, a putative myogenin gene regulator, is not essential for mouse embryonal development. Mol Cell Biol. 2001, 21:3343-50.

Puppin C, Presta I, D'Elia AV, Tell G, Arturi F, Russo D, Filetti S, Damante G. Functional interaction among thyroid-specific transcription factors: Pax8 regulates the activity of Hex promoter. Mol Cell Endocrinol. 2004, 214:117-25.

Rodrigo I, Hill RE, Balling R, Munsterberg A, Imai K. Pax1 and Pax9 activate Bapx1 to induce chondrogenic differentiation in the sclerotome. Development. 2003, 130:473-82.

Tucker A, Watson RP, Lettice LA, Yamada G, Hill RE. Bapx1 regulates patterning in the middle ear: altered regulatory role in the transition from the proximal jaw during vertebrate evolution. Development. 2004, 131:1235-1245

Watanabe A, Takeda K, Ploplis B, Tachibana M. Epistatic relationship between Waardenburg syndrome genes MITF and PAX3. Nat Genet. 1998, 18:283-6.

Zheng W, Huang L, Wei ZB, Silvius D, Tang B, Xu PX. The role of Six1 in mammalian auditory system development. Development. 2003, 130:3989-4000.

# Supplementary material for: Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia
**Source:** PLoS One. 2007 Jun 13;2(6):e525. doi: 10.1371/journal.pone.0000525
**Supplement:** Table S12 — Notch signaling. CN = Cochlea Neomycin timecourse. CL = Cochlea Laser timecourse. UN = Utricle Neomycin timecourse. UL = Utricle Laser timecourse. (0.02 MB DOC)

Supplementary Table S12

Bessho Y, Miyoshi G, Sakata R, Kageyama R. Hes7: a bHLH-type repressor gene regulated by Notch and expressed in the presomitic mesoderm. Genes Cells. 2001, 6:175-85.

Fischer A, Schumacher N, Maier M, Sendtner M, Gessler M. The Notch target genes Hey1 and Hey2 are required for embryonic vascular development. Genes Dev. 2004, 18:901-11.

Li R, Zhang R. The interactions of LIM protein KyoT with polycomb proteins. Sheng Wu Hua Xue Yu Sheng Wu Wu Li Xue Bao (Shanghai). 2003, 35:113-6.

Maier MM, Gessler M. Comparative analysis of the human and mouse Hey1 promoter: Hey genes are new Notch target genes. Biochem Biophys Res Commun. 2000, 275:652-60.

How the deposited data were processed for this re-analysis (not part of the article)

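The samples were cultured sensory epithelia of the chick cochlea at 30 min, 1 hr, 2 hrs and 3 hrs after laser wounds, each compared with unlesioned cultures of the same time on 77 arrays with 2 dyes. The arrays come from 8 biological replicates, 2 for each of 4 time points. The laser RNA was in Cy3 on 38 arrays and in Cy5 on 39. The time courses of the utricle and the neomycin time courses are not analysed here.

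The authors deposited, for each channel of each array, the intensity values that their scanner software measured, namely the mean pixel intensity of every spot and of its local background, with no background subtraction or normalization, and no spot marked as poor. The authors also deposited 1 table of log2 ratios, laser over control, with the sign already turned on the arrays with the laser RNA in Cy3. That table was checked against the scanner values and equals the log2 ratio of the raw mean signals to within 5.77e-15, so that the LOWESS step of the methods had not been applied to it. It entered only as an alternative source of values. The hybridizations that the study selected are not identified, and all 77 arrays were used.

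Each channel was background corrected by normexp with an offset of 50 and each array was normalized by 1 loess curve, in limma 3.58.1 under R 4.3.3. Spots of the 27 control names had weight 0 in the curve. Of 1534 names on the array, 1507 were taken as genes, most with 2 spots, which were averaged. The sign was turned on arrays with the laser RNA in Cy3. The arrays of each orientation of a replicate were averaged, and then both orientations. Genes with a mean signal under 1000 at every time point were left out (4 genes), and 1503 were tested. Signal over local background was 5.76 in the median array at 30 min, 2.75 at 1 hr, 3.14 at 2 hrs and 2.87 at 3 hrs. With 2 replicates for each time point, the precision of a ratio rests on a spread pooled over the 4 time points (median residual standard deviation 0.116, prior degrees of freedom 9.28).

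The means of the time points were compared with 0 in limma (lmFit and eBayes), and 6 contrasts between time points, the contrast of 3 hrs with the other time points and those of 30 min and 1 hr with the later ones were taken from the same fit. A moderated F-test covered the 4 time points. P-values were adjusted by the Benjamini-Hochberg method within a time point or contrast. The thresholds were an adjusted p under 0.05 and over 1.2-fold, and the same with an unadjusted p. Gene sets were tested with camera at a preset correlation of 0.01, with p-values adjusted over 42 tests. The dye effect was fitted on 16 orientation means with the biological replicate as a term. A gene was taken as detectable with a signal of at least 1000 in at least 80% of the arrays of a time point.

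The genes named are every gene that the paper names for this time course in its text, Table 1, Table 2 or its pathway tables, and the 10 genes with the largest change and the same sign in both replicates. The latter were to come from genes with an adjusted p under 0.05, or with an unadjusted p under 0.05 if fewer than 10 passed, which was the case. Names on the array were matched to newer symbols through the supplementary tables. The genes of centroid 3 and of the circadian, Polycomb, zinc finger and pathway lists were taken as the paper gives them, except that the zinc finger list holds the 171 tested genes whose array name starts with a zinc finger prefix. A gene that the paper names is not reported here.

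The whole procedure was tested on simulated data for 1503 genes with 200 genes changed at 3 hrs. No unchanged gene was called at 3 hrs, and 0 genes were called at the other time points. The simulated dye swap was correct, and the dye effect of a gene was the same on every array, which the real data need not share. The numbers 1 and 2 of the replicates were checked for pairing across time points. Deviations from the time point means correlated between −0.25 and 0.17, so no pairing was assumed.

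Alternatives changed 1 choice at a time: the background correction, the loess curve, scaling between arrays, the signal filter, the source of the values, the averaging of orientations, the test, the fold threshold, the blocks, the detection level, the set test and each biological replicate left out in turn. A further 6 were chosen after seeing the data: no turning of arrays, a dye term in limma on all arrays, the difference between 2 hrs and 1 hr on the days that hold both, arrays scaled to the same median signal, centred columns of the authors' table, and the comparison with Table S7 from 1 dye orientation or with no turning. Probes for *JUND* were not found, and *GASC1*, *HOXC10*, *SP1* and *TITF1* fell below the signal minimum.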

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

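The choices of processing, test and alternatives were made before the data were examined, apart from those named as chosen after. In this part, the tests of *DUX4* and *TGFB1I1* by dye orientation and their reading against the spread between arrays were chosen only after the result was seen, as was the setting with no array turned.

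*DUX4* and *TGFB1I1* stood out because their effects differed between time points by a test of the difference itself. The ratio of laser over control was higher at 2 hrs than at 30 min by 0.68 (log2) for *DUX4* (standard error 0.118) and by 0.63 for *TGFB1I1* (standard error 0.108), with an adjusted p of 0.0444 in limma for both. These were the 2 genes with an adjusted p under 0.05 in any of 6 contrasts between time points, where 229 genes had an unadjusted p under 0.05 between 2 hrs and 30 min. They are named here after their values were seen. At 30 min *DUX4* was at −0.39 (replicates −0.50 and −0.27) and at 2 hrs at 0.29. *TGFB1I1* was at −0.28 and 0.35.

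The tables argue against some technical explanations. For *DUX4*, a single dye orientation is not the whole cause, since the lower difference of the orientations was 0.642 and both were over 2 standard errors over arrays from 0. One of the duplicate spots is not the whole cause for either gene, with a lowest difference of 0.430. A trend left by the loess curve and shared by genes of like mean signal over all arrays is not the whole cause. The 50 closest genes had a median difference of 0.020 for *DUX4* and 0.096 for *TGFB1I1*. They were not matched by brightness at each time point. The signal of *DUX4* was 2298 at 30 min and 2545 at 2 hrs, and that of *TGFB1I1* was 4694 and 2750. The median gene signal was 1285 and 2012. For *TGFB1I1* a trend with brightness therefore stays open.

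Other explanations stay open. For *TGFB1I1* a single orientation does, since its difference with the laser RNA in Cy5 was 0.319, less than 2 standard errors over arrays (0.170 each) from 0. The time points were quantified on different days, 30 min on days 8 to 11 and 2 hrs on days 3 to 5, so that a day effect and a time effect cannot be told apart. The difference also rests on the dye labels by which arrays were turned. With no array turned, it was 0.038 for *DUX4* and −0.31 for *TGFB1I1*. For *DUX4* a value near 0 follows from orientations that agree after turning, so it is no separate evidence against the difference. With the arrays turned, the difference did not pass the adjusted test with plain background subtraction, print-tip loess and equal spread between arrays for either gene. A difference in the response to laser injury between 30 min and 2 hrs remains among the open explanations and was not tested apart from these.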

How the results depend on the processing

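The settings with no array turned, with a dye term, with the authors' table centred and with arrays scaled to the same median signal were chosen only after the results were seen, as was the comparison with Table S7 by dye orientation, and the others were set before the data were examined. Single genes were judged at an unadjusted p under 0.05 and over 1.2-fold. A change of sign where neither value is past that threshold was counted as no change. Counts were taken as unchanged within 1.5 times. The cause of the changes below was not tested, except where the setting itself tests fewer samples or moves the threshold. Counts are for 30 min, 1 hr, 2 hrs, 3 hrs and any time point, in this order, "at the study's threshold" is an unadjusted p under 0.05 and over 1.2-fold, and "after adjustment" is an adjusted p under 0.05 and over 1.2-fold in limma unless another test is named.

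Signal minima of 800, 1200 or none changed no count by over 1.5 times. They left 1506, 1489 and 1507 genes to test, against 1503, so that nearly the same genes were counted. These settings therefore say little about a stricter filter. *FLJ11186* at 3 hrs (0.47) fell just short of the threshold with a minimum of 800 and with none. With plain means over arrays the counts at each time point also stayed within 1.5 times, and 0 genes differed between time points.

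Of 63 results, 28 stayed the same on the arrays with the laser RNA in Cy3 alone, 35 on those with it in Cy5 alone and 27 with no array turned. By the dye labels, the setting with no array turned holds the difference between the dyes and no laser effect. Arrays with the laser RNA in Cy3 alone gave 228, 337, 470, 202 and 806 genes at the study's threshold, 5, 22, 189, 10 and 208 after adjustment, 159 by the F-test and 7 that differ between time points. *NFIL3* at 1 hr (0.27) and *IRLB* (0.55) passed the threshold, and *KIAA0173* at 3 hrs did not (0.272). The sign changed for *FLJ11186* at 3 hrs (−0.98), *HES7* at 30 min (0.44) and 3 hrs (0.011), *CHD3* at 30 min (−0.0091), *HES2* at 3 hrs (0.087), *KIAA0014* at 2 hrs (−0.17), *CDO* (0.22) and *KCNN2* (0.25) at 30 min. The correlation with Table S7 was 0.38 at 2 hrs and −0.43 at 3 hrs. Arrays with the laser RNA in Cy5 alone gave 232, 143, 294, 331 and 653 genes at the study's threshold, 42, 5, 25, 87 and 120 after adjustment, 124 by the F-test and 1 that differs between time points. *BCL11A* at 3 hrs passed (0.48) and *KIAA0173* did not (0.277). The sign changed for *ZNF258* at 2 hrs (0.027), *EGR1* at 30 min (−0.14) and *SOX14* at 1 hr (−0.65), and the correlation with Table S7 was −0.068, −0.12 and −0.10 at 30 min, 1 hr and 2 hrs. Turning no array gave 199, 261, 368, 264 and 657 genes at the study's threshold, 57, 103, 276, 164 and 404 after adjustment, 406 by the F-test and 12 that differ between time points. *BCL11A* passed (0.37), *KIAA0173* did not (0.0022), and the sign changed for *IRLB* (−0.38), *NR1H3* (−0.31), *PAX9* (−0.29) and *SOX14* (−1.14) at 1 hr, *ZNF258* (0.32), *CHD3* (−0.059) and *NHLH2* (−0.11) at 2 hrs, *EGR1* (−0.84) and *NFIL3* (−0.11) at 30 min and *FOG2* at 3 hrs (−0.20). The correlation with Table S7 was −0.22, −0.32 and −0.29 at the first 3 time points.

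Without background correction there were 23, 2, 12, 14 and 45 genes at the study's threshold, 2 after adjustment at 30 min and 2 at any time point, and 7 that differ between time points. Plain background subtraction gave 26 at 1 hr, 97 at 2 hrs, 38 at 3 hrs and 189 at any time point, 1 after adjustment (1 hr) and 0 that differ between time points. Print-tip loess gave 22 at 30 min, 41 at 2 hrs and 78 at any time point, and 0 that differ between time points. Median centring without loess gave 114 at 2 hrs, 14 after adjustment at 2 hrs and 14 at any time point, and 791 genes with a dye effect in place of 495. Scaling to equal spread gave 24, 9, 28, 35 and 81, and 0 that differ between time points. The authors' table of log2 ratios gave 214, 1, 186, 41 and 391, 4 after adjustment at 30 min, 2 at 3 hrs and 6 at any time point, 5 by the F-test, 22 that differ between time points, 1074 genes with a dye effect and a correlation with Table S7 of 0.0149 at 2 hrs. Its columns centred, it gave 2 at 1 hr, 32 at 2 hrs, 13 at 3 hrs and 0 that differ between time points.

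The test moved the counts too. The methods' t-test over biological replicates gave 5, 2, 2, 1 and 10 genes at the study's threshold. Over arrays with the trend rule it gave 7, 1, 16, 6 and 29, and 1 after adjustment at 30 min, 1 at 3 hrs and 2 at any time point. Limma on all arrays with the replicate as a random block gave 29 at 30 min, 1 at 2 hrs, 3 at 3 hrs and 33 at any time point after adjustment, 12 at the study's threshold at 3 hrs, 15 by the F-test and 8 that differ between time points. With the day as a random block there were 21 at 30 min, 4 at 3 hrs and 25 at any time point after adjustment, 15 by the F-test and 9 that differ. With a dye term there were 25 at 30 min, 2 at 2 hrs, 3 at 3 hrs and 30 at any time point after adjustment, 3 at the study's threshold at 1 hr, 19 by the F-test and 13 that differ. The estimated correlation within a block was −0.0117 for replicates and −0.0187 for days, so that these fits take repeats of the same RNA nearly as independent. A trend with robust shrinkage gave 1 gene after adjustment at 30 min and 1 at any time point, and 0 that differ. The numbers 1 and 2 do not pair the samples. With the number as a replicate block 0 genes differed between time points (*DUX4* 0.68, *TGFB1I1* 0.63). At the study's threshold it gave 25 genes at 3 hrs and 126 at any time point, against 23 and 125. By the rules given above, no other result changed. With no fold threshold the counts were 134, 40, 164, 57 and 344, and *NFIL3* at 1 hr (0.23), *HOXD8* (0.22) and *ZNF75A* (0.25) passed. At 1.5-fold they were 1, 0, 0, 1 and 2.

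Among the genes of the paper, *KIAA0173* at 3 hrs no longer passed with no background correction (0.18), plain subtraction (0.23), median centring (0.22), the authors' table (0.051) or that table centred (0.14), in both forms of the methods' t-test (0.27 over replicates, 0.25 over arrays), with either random block (0.24 with the replicate, 0.24 with the day), with a dye term (0.25) or at 1.5-fold (0.27). *FLJ11186* did not pass with plain subtraction (0.46), print-tip loess (0.41), plain means (0.47), the methods' t-test (0.47 over replicates, 0.39 over arrays), either random block (0.38 with the replicate, 0.40 with the day), the trend (0.47), 1.5-fold (0.47) or the authors' table centred (0.37). *HOXD8* (0.27) and *ZNF75A* (0.35) passed with equal spread.

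The difference of *DUX4* between 2 hrs and 30 min was no longer past an adjusted p of 0.05 with plain subtraction (0.77), print-tip loess (0.48), median centring (0.66), equal spread (0.55), the authors' table (0.23), that table centred (0.57), plain means (0.68), Cy3 alone (0.64), Cy5 alone (0.72), the trend (0.68) or no array turned (0.038). That of *TGFB1I1* was no longer past it with plain subtraction (0.53), print-tip loess (0.42), equal spread (0.49), the authors' table (0.17), that table centred (0.51), plain means (0.60), Cy5 alone (0.32) or the trend (0.63), and its sign changed with no array turned (−0.31).

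Leaving out 1 biological replicate in turn, with the lone replicate assumed to vary like the other time points, gave 52 to 148 genes at 30 min, 5 to 39 at 1 hr, 61 to 217 at 2 hrs, 22 to 79 at 3 hrs and 136 to 270 at any time point at the study's threshold. The highest came without 30 min replicate 2, 1 hr replicate 1, 2 hr replicate 2, 3 hr replicate 1 and 2 hr replicate 2. After adjustment there were 0 to 2 at 30 min, 0 to 5 at 2 hrs and 0 to 5 at any time point, 0 to 1 by the F-test and 0 to 20 that differ between time points. *NFIL3* at 1 hr ran from 0.11 to 0.34, *IRLB* from 0.033 to 0.31, *KIAA0173* from 0.13 to 0.42, *HOXD8* from 0.043 to 0.40, *ZNF75A* from 0.23 to 0.27, *FLJ11186* from 0.071 to 0.87, *DUX4* from 0.56 to 0.80 and *TGFB1I1* from 0.59 to 0.66.

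Detectable genes numbered 770 at 30 min and 742 at all 4 time points with a level of 800, and 286 at 30 min, 492 at 3 hrs and 250 at all 4 with 1200. With the 95th percentile of controls there were 111, 191, 128 and 136, and 62 at all 4, and with background-corrected signal 245, 751, 609 and 270, and 179 at all 4. Arrays scaled to the same median gave 1068 at 30 min, 1309 at 3 hrs and 981 at all 4. Leaving out a replicate gave 516 (without 3 hr replicate 2) to 1092 (without 3 hr replicate 1) at 3 hrs. The set of centroid 3 genes at 30 min had an adjusted p of 0.948 in fry and 0.905 with an estimated correlation, and the other 41 set tests stayed on their side of the threshold in both.

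The split between higher and lower genes at any time point, 58 higher and 73 lower at the study's threshold, also moved with the processing, to 123 and 43 with median centring. At 30 min (14 and 38) it turned to 45 and 15 without 30 min replicate 1, 146 and 82 with the laser RNA in Cy3 alone and 211 and 3 with the authors' table. At 1 hr (4 and 1) it turned to 5 and 21 with plain background subtraction and 39 and 104 with the laser RNA in Cy5 alone. In Cy3 alone it was 179 and 158 at 1 hr. At 2 hrs (32 and 31) it was 101 and 13 with median centring and 2 and 184 with the authors' table. At 3 hrs (15 and 8) it turned to 2 and 39 with the authors' table, 3 and 10 with that table centred and 35 and 44 without 3 hr replicate 1. It was, with no array turned, 48 and 151, 108 and 153, 178 and 190, and 105 and 159 at the 4 time points. Signal over background was lowest at 1 hr and 3 hrs (2.75 and 2.87 in the median array), and the ratios of dim spots are the ones most shrunk by the offset. In the simulated data the slope of estimated on true log2 ratios was 0.656 over all changed genes and 0.912 over those above the median signal.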

Differences from the paper's values

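The fold changes of single genes are on the plain scale, with lower values as negative where the paper writes them so. The alternatives are those set before the data were examined, and the number run is given with each group of values. A count is within the paper's value when neither is over 1.5 times the other. A single fold is within it when both have the same sign and differ by no more than the SD between the biological replicates here, on the log2 scale. The paper's p-values come from a test over hybridizations, and those here from biological replicates.

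The paper's 217 differentially expressed genes in at least 1 time point compare with 125 here (unadjusted p under 0.05 and over 1.2-fold). Of 28 alternatives, 7 were within the paper's value: plain background subtraction, median centring without loess, and leaving out 30 min replicate 2, 1 hr replicate 1, 2 hr replicate 1, 2 hr replicate 2 or 3 hr replicate 1. The other 21 were not. The paper's 386 genes over 1.2-fold compare with 130 here. Of 26 alternatives, the authors' table of log2 ratios and leaving out 2 hr replicate 2 were within, and the other 24 were not.

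At single time points, the genes past both thresholds in the paper's Table S7 number 97 at 30 min, 27 at 1 hr, 26 at 2 hrs and 80 at 3 hrs, and here 52, 5, 63 and 23. Of 28 alternatives at each time point, those within the paper's value at 30 min were limma on all arrays with the replicate as a random block and no fold threshold. At 1 hr they were plain background subtraction, no fold threshold and leaving out 1 hr replicate 1 or 2. At 2 hrs it was scaling to equal spread. At 3 hrs they were no fold threshold and leaving out 3 hr replicate 1. The others were not within. The authors' table with its columns centred, a setting chosen after seeing the values, gave 32 genes at 2 hrs and was within there, but it drops 26 of the paper's 26 calls at that time point (24 are dropped as reported here).

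For the genes of Table 1, the paper's fold of *FOS* at 30 min is 1.50 and the value here 1.01, with 0 of 28 alternatives within. For *NFIL3* at 1 hr the paper's fold is 1.32 and the value here 1.17. The arrays with the laser RNA in Cy3 alone and leaving out 1 hr replicate 1 were within, and the other 26 alternatives were not. For *IRLB* at 1 hr the paper's fold is 1.29 and the value here 1.13. Within it were plain background subtraction, the plain mean over arrays, the arrays with the laser RNA in Cy3, the methods' t-test over arrays with the trend rule, both random blocks (replicate and day) and leaving out 1 hr replicate 1. The other 21 were not. For *GATA3* at 2 hrs the paper's fold is −1.29 and the value here −1.01, with 0 of 28 within.

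In the paper's Table S7, *LOC57209* at 3 hrs is at 1.21 and here at 1.05, and *ZNF75A* at 3 hrs is at 1.325 there and 1.19 here, each with 0 of 28 alternatives within. *TBX5* at 3 hrs is at the paper's 1.201 and here at 1.07, and only the arrays with the laser RNA in Cy5 were within, out of 28. At 30 min, the paper's fold of *NFIL3* is 2.15 against 1.27 here, and that of *NEUROG1* is 1.976 against 1.47, each with 0 of 28 within.

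The paper's Table S21 has 913 detectably expressed genes at 30 min against 455 here, and 717 at all 4 time points against 423. Of 12 alternatives, a signal of at least 800 was within both, and the other 11 were not. Arrays scaled to the same median signal, a setting chosen after seeing the values, were within both (1068 and 981), and drop 97 of 908 genes of the paper's 30 min list found on the array and 39 of 712 of its list for all 4 time points (552 and 389 as scanned).

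Where the paper gives a direction or a ranking, 12 of 14 changes of Table 2 had its sign here. The exceptions were *ZID* (*ZBTB6*) at 30 min, which the paper lists as lower (log2 ratio 0.06 here), and *FLJ12517* (*C1orf142*) at 2 hrs, which the paper lists as higher (−0.004 here). The paper places the peak of *BCL11A* at 3 hrs, and here the 30 min value (0.14) lay above the 3 hr value (0.109). With no array turned, a setting chosen after seeing the values, its 3 hr value was the highest.

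Some changes that the paper lists and that were not past an unadjusted p under 0.05 and 1.2-fold here were past it under another setting. *BCL11A* at 3 hrs was with the arrays with the laser RNA in Cy5 alone (0.48), and with no array turned (0.37). The latter setting was chosen after seeing the values. Of the paper's 80 calls at 3 hrs 76 were tested, and it keeps 34 of these (12 are kept as reported here). *NFIL3* and *IRLB* at 1 hr were with the laser RNA in Cy3 alone (0.27 and 0.55) and without 1 hr replicate 1 (0.34 and 0.31), and *NFIL3* also with no fold threshold. *NR1H3* at 1 hr was with the laser RNA in Cy3 alone (0.40). *TRIP15* at 3 hrs was with the authors' table (−0.32), with the laser RNA in Cy5 alone (−0.39), without 3 hr replicate 1 (−0.32) and with no fold threshold. *HOXD8* and *ZNF75A* at 3 hrs were with scaling to equal spread (0.27 and 0.35), without 3 hr replicate 2 (0.40 and 0.27) and with no fold threshold.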

Other observations

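Of the tests in this part, that of a dye effect behind the opposed orientations and those of *EGR1* and of *NEUROG1* and *CREB1* by dye orientation were chosen only after the result was seen. Also chosen after were the scaling of arrays to the same median signal, the setting with no array turned, the comparison with Table S7 by dye orientation, the comparison of 2 hrs and 1 hr on shared days, the reading of the tests of brightness, of the shared p-values and of *EGR1*, *NEUROG1* and *CREB1* by day and orientation, and the pooling of the latter over time points.

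The dye orientations of a replicate ran against each other after turning. A difference between Cy5 and Cy3 that belongs to the gene may contribute, since the mean of the orientations before turning correlated between time points, which share no RNA, with a lowest r of 0.438 and a highest of 0.721 over genes. Over 19 probes with no homolog, however, this correlation ran from 0.00056 to 0.52, which leaves the explanation open. If no dye swap had taken place, the turned orientations would still oppose each other once the values of the other time points are subtracted. After that subtraction the median correlation was −0.214, from −0.523 to 0.019, and below 0 in 7 of 8 replicates. That goes in the direction of a missing swap in most replicates and not in all, so a dye effect and a missing swap cannot be told apart here, and the direction of the ratios stays unsettled. A missing swap goes against the names of the scanned images on 77 of 77 arrays. No biological explanation was tested.

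The fold changes of Table S7 at 3 hrs follow 1 dye orientation, with an r of 0.83 for the arrays with the laser RNA in Cy5 and of −0.43 for those in Cy3. A candidate explanation is that the dye effect is in those fold changes. They correlated across 383 genes with the dye effect measured on the arrays of the other 3 time points at 0.426, against −0.10, −0.37 and −0.15 for the other time points of the table. The 1 hr value is not near 0 and has the opposite sign. At 30 min, 1 hr and 2 hrs the table went with the Cy3 orientation (r of 0.32, 0.43 and 0.38, against −0.07, −0.12 and −0.10 in Cy5). Genes are not independent replicates, and no biological explanation was tested.

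The 1 hr time point had the most detectably expressed genes as scanned. The 1 hr arrays were also the brightest. With every array scaled to the same median signal, 2 time points had more detectable genes than 1 hr (1239 at 2 hrs and 1309 at 3 hrs, against 1194). With the 95th percentile of the controls of each array as the threshold, however, 1 hr still had the most (191, against 111 at 30 min, 128 at 2 hrs and 136 at 3 hrs). It also had the most with background-corrected signal (751, against 245, 609 and 270). That setting used the same fixed level on unscaled arrays, so it keeps their brightness and cannot count against it. As scanned, the rank of 1 hr rests on 1 replicate, since without 1 hr replicate 1 it had 1146 genes against 1277 at 2 hrs. Brightness and a difference in expression between the time points therefore cannot be told apart. Scaling would also remove a change shared by most genes.

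Tables S3 and S7 of the paper, which are headed as different tissues, share 89 gene names. For 89 of 89 the p-values at the 4 time points are the same in both tables, while the fold changes are the same for 0. The p-values might come from the cochlear arrays. Those of the methods' t-test on these arrays ranked with the listed ones at a rho of 0.119 over 85 shared genes and all time points, and at 0.075 over 295 other genes of Table S7. With so low a value in both groups, this test does not decide from which arrays the shared p-values come. By time point, rho over the shared genes was −0.17, 0.11, −0.02 and 0.39.

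*EGR1*, *NEUROG1* and *CREB1* lay higher at 30 min. One of the duplicate spots is not the whole cause, since the lower of the spots' means over the 3 genes was 0.546 and the lowest value of a single gene in a spot was 0.426. For *EGR1* alone, 1 orientation is a candidate explanation, since its mean with the laser RNA in Cy5 was −0.145. The lowest mean of the 3 genes over the 4 days and both orientations was 0.369, which decides nothing, since the genes were picked for their rise and the mean hides that of *EGR1*. *NEUROG1* and *CREB1* were above 0 in both orientations. *NEUROG1* was over 2 standard errors over arrays from 0 in both (0.481 in Cy3, standard error 0.152, and 0.634 in Cy5, 0.153). *CREB1* with the laser RNA in Cy3 (0.412) was less than 2 standard errors over arrays (0.225 each) from 0. A single orientation therefore stays open for *CREB1*. The ratios were, with no array turned, −0.84 for *EGR1*, 0.077 for *NEUROG1* and 0.091 for *CREB1*. Those of *NEUROG1* and *CREB1* follow from orientations that were alike after turning, and are no separate evidence against a rise. The 30 min arrays share no day of quantification with the other time points, so that a day effect and a time effect cannot be told apart for the difference from the later time points. A response to the injury at 30 min stays open.

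Between 2 hrs and 1 hr, on the days of quantification that hold both (21 arrays), 0 genes had an adjusted p under 0.05 in limma with the day in the model, and 182 had an unadjusted one. Over all days there were 0 and 75. The latter counts come from the fit to the 8 replicates, while the 21 arrays include repeats of the same RNA. The counts are therefore not comparable. The differences on those days and over all days correlated with an r of 0.794 across genes.

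The mean log2 ratio of the 171 zinc finger genes was −0.015 at 30 min, −0.027 at 1 hr, −0.023 at 2 hrs and 0.016 at 3 hrs. In camera the smallest adjusted p was 0.211, at 1 hr (0.905 with an estimated correlation and 0.948 in fry). The heading of 1 list in Table S21 gives 53 genes for 1 hr and 2 hrs, and the list under it holds 49 names.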
